# Exercise protects proliferative muscle satellite cells against exhaustion via the Igfbp7-Akt-mTOR axis

**DOI:** 10.7150/thno.43577

**Published:** 2020-05-16

**Authors:** Zhe Chen, Lei Li, Weiru Wu, Zhilong Liu, Yongxiu Huang, Li Yang, Qing Luo, Jieping Chen, Yu Hou, Guanbin Song

**Keywords:** Exercise, Muscle satellite cells (SCs), Exhaustion, mTOR, Igfbp7

## Abstract

**Background and Purpose**: The exhaustion of muscle satellite cells (SCs) is correlated with muscle diseases, including sarcopenia and Duchenne muscular dystrophy. Exercise benefits skeletal muscle homeostasis and promotes proliferation of SCs. Elucidating the molecular mechanism underlying the muscle function-improving effect of exercise has important implications in regenerative medicine.

**Methods**: Herein, we investigated the effect of 4-week treadmill training on skeletal muscle and SCs in mice. Hematoxylin and eosin (HE) staining was utilized to detect the morphometry of skeletal muscles. Flow cytometry and immunofluorescence were conducted to analyze the abundance and cell cycle of SCs. RNA sequencing was performed to elucidate the transcriptional regulatory network of SCs. The ChIP-PCR assay was used to detect enrichment of H3K27ac at the promoters of Akt.

**Results**: We observed that exercise resulted in muscle hypertrophy and improved muscle regeneration in mice. Unexpectedly, exercise promoted cell cycling but suppressed the Akt-mTOR pathway in SCs. Proliferative SCs in “exercised mice” required suppressed mTOR activity to limit mitochondrial metabolism, maintaining the “limited activation status” of SCs against exhaustion. Mechanistically, exercise upregulated the expression of Igfbp7, thereby impeding the phosphorylation of Akt and resulting in inhibited mTOR activity and limited mitochondrial metabolism. The limited mitochondrial metabolism resulted in hypoacetylation of histone 3 and reduced enrichment of H3K27ac at promoters of Akt, decreasing the transcription of Akt. Moreover, repeatedly injured mice showed a preserved SC pool and improved muscle regeneration by the suppression of Akt-mTOR signaling.

**Conclusions**: The findings of our study show that exercise protects proliferative SCs against exhaustion via the Igfbp7-Akt-mTOR axis. These findings establish a link between mechanical signaling, mitochondrial metabolism, epigenetic modification, and stem cell fate decisions; thus, present potential therapeutic targets for muscle diseases correlated with SC exhaustion.

## Introduction

Muscle satellite cells (SCs) are a population of muscle stem cells located between the basal lamina and the plasma membrane of muscle fibers. In the homeostatic state, SCs mainly retain quiescence with the expression of Pax7 1. Upon muscle injury or stress, quiescent SCs enter the cell cycle and undergo proliferation and differentiation into myoblasts, forming multinucleated myotubes. Meanwhile, a fraction of activated SCs return to quiescence and replenish the muscle stem cell pool 2. The dysregulated transition of SCs between quiescence and activation can result in SC exhaustion and impair muscle function 2.

The exhaustion of SCs is correlated with several muscle diseases. Sarcopenia is a pathophysiological condition that is commonly observed in elderly individuals and is characterized by low muscle mass, low muscle strength and poor physical performance 3. The decline in the regenerative capacity of skeletal muscles in sarcopenia is due to the functional deterioration of the systemic environment and SC exhaustion 4. Duchenne muscular dystrophy (DMD) is a genetic disorder caused by loss of the protein dystrophin, characterized by severe muscle wasting 5. One widely accepted view is that repetitive cycles of muscle degeneration and regeneration in dystrophic muscles result in eventual exhaustion of SCs 6, 7. Thus, preventing exhaustion of SCs and maintaining SC regenerative potential are potential strategies against sarcopenia and DMD.

Exercise triggers a remodeling program in skeletal muscles that progressively improves muscle mass and strength, and enhances performance in both, young and elderly individuals 8, 9. Physical exercise is the most effective intervention for sarcopenia in elderly individuals 10. Voluntary exercise has also been shown to improve muscle function in DMD mice 11. Exploring the mechanisms underlying this phenomenon and screening exercise analogues are important. Based on microarray analysis of muscle cells, AMP-activated protein kinase (AMPK), and peroxisome proliferator-activator receptor (PPAR) agonists are identified as exercise analogues and are shown to improve muscle performance 12. Exercise induces secretion of irisin from skeletal muscle, and injection of irisin in mice has been shown to induce hypertrophy and to enhance the grip strength of the uninjured muscle 13.

Exercise positively affects muscle fiber composition by regulating SCs to improve muscle performance 14,15. NO-dependent release of hepatocyte growth factor (HGF) induced by exercise, stretch, and loading promotes SC activation and proliferation 16. Growth factor signaling and mechanical loading impinge on the mitogen-activated protein kinase (MAPK) pathway, which functions as an important regulator of proliferation 17. Increased cyclin D1 and p21 mRNA levels in SCs during a resistance-training period may result in the expansion of the SC pool 18. Functional overload induces expression of MyoD in SCs, coinciding with inactivation of Notch signaling and activation of Wnt signaling 19. Exercise, thus, promotes activation of SCs and expands the SC pool. However, whether exercise can maintain the expanded SC pool and how exercise protects proliferative SCs against exhaustion is still unclear.

Herein, in an effort to elucidate the molecular mechanisms underlying the functioning of exercise in the regulation of SCs, we investigated the effect of 4-week treadmill training on skeletal muscles and SCs in mice. Unexpectedly, we found that exercise limited mitochondrial metabolism in SCs to prevent complete activation of SCs. The Igfbp7-Akt-mTOR axis was the key pathway playing a role in the protection of proliferative SCs against exhaustion. Moreover, mice that experienced repeated injuries, suffered severe SC exhaustion, while inhibition of Akt-mTOR signaling showed protective effect on the SC pool and regenerative potential of SCs. Together, our findings demonstrated that exercise protects proliferative SCs against exhaustion via the Igfbp7-Akt-mTOR axis, and this axis may serve as a possible therapeutic target for muscle diseases correlated with SC exhaustion.

## Results

### Exercise promotes muscle hypertrophy and improves muscle regeneration

To explore the precise effect of exercise on skeletal muscle, C57/B6 mice underwent 4 weeks of training on a treadmill (called “exercise mice”), while sedentary mice were defined as “control mice” (**Figure 1A**). The tibialis anterior (TA) was observed to be substantially larger in exercise than control mice (**Figure 1B**). Additionally, the weight of the TA showed a notable increase in exercise mice compared with their control counterparts (**Figure 1C**). Moreover, the myofibers of the extensor digitorum longus (EDL) contained ~25% more myonuclei/myofibers in exercise than control mice (**Figure 2D, E**). Histological analysis of the TA revealed that myofibers were larger in exercise mice compared with their control counterparts (**Figure 1F**). The average myofiber cross-sectional area (CSA) of the TA was significantly larger in exercise than control mice (**Figure 1G**), and the distribution of CSA in exercise mice showed a right shift compared with the control mice (**Figure 1H**). These findings indicated that exercise induced muscle hypertrophy in exercise mice.

To explore the effect of exercise on muscle regeneration, we induced muscle injury by injecting Bacl_2_ into the muscles of mice after 4 weeks of training (**Figure 1I**). Histological analysis revealed larger regenerated myofibers in exercise than control mice at 14 and 30 days post-injury (DPI) (**Figure 1J, K**). We also re-examined exercise performance after injury, and the pre-exercise mice outperformed the control mice in maximum running distance (**Figure 1L**). Together, these data suggested that muscle hypertrophy in exercise mice could be maintained in the injured condition.

### Exercise promotes activation of SCs and preserves the expanded SC pool

We inferred that the muscle hypertrophy in exercise mice might represent an alteration in SCs 10. We observed that the amount of Pax7^+^ SCs in muscle cross-sections in exercise mice was considerably increased compared with their counterparts (**Figure 2A, B**). To substantiate these data, we isolated myofibers and detected SCs by Pax7^+^ staining. The fibers in exercise mice contained more Pax7^+^ SCs than the control mice (**Figure 2C, D**). To further evaluate the SC pool (defined as CD45^-^Sca1^-^CD11b^-^CD31^-^CD34^+^ α7-integrin^+^ cells 1) in exercise mice, we utilized flow cytometry to analyze the SC population. The amount of SCs increased approximately 2.5-fold in exercise mice compared with control mice (**Figure 2E, F**).

The expansion of SCs in exercise mice prompted us to determine the change in cell cycles, apoptosis, and differentiation of SCs, we observed an increased percentage of S phase and G2-M phase in SCs in exercise mice compared with their counterparts (**Figure 2G, H**). Staining of Ki67+DAPI revealed a considerably reduced frequency of quiescent SCs in exercise mice (**Figure S1A, B**). Moreover, the SCs isolated from exercise mice showed more BrdU incorporation than control SCs (**Figure S1C, D**), as well as an elevated proliferation capacity *in vitro* (**Figure S1E, F**). Overload can result in apoptosis of SCs 9; however, the flow cytometry results showed that 4 weeks of training had no obvious effect on SC apoptosis (**Figure S1G, H**). We cultured SCs *in vitro* in differentiation medium and observed a slightly increased numbers of MyHC-positive cells from SCs of exercise mice compared with their counterparts (**Figure S1I, J**). These data demonstrated that exercise promoted SC proliferation and differentiation but did not result in apoptosis.

SCs are mainly retained in a quiescent state, and excessive activation of SCs can result in exhaustion of the SC pool 1,2. To assess whether the activation of SCs induced by exercise might result in SC exhaustion, we examined the abundance of SCs in skeletal muscles *in vivo*. The numbers of Pax7^+^ SCs showed a gradual increase in “trained mice”, compared with sedentary mice, and the increased SC pool was preserved in mice who received continued training (**Figure S2A**). We also detected the amount of SCs after a resting period of 1 or 2 months after exercise (**Figure S2B**). The number of Pax7^+^ SCs still showed an increase in pre-exercise mice compared with control mice (**Figure S2C**). Muscle injury induces activation of SCs and can accelerate the exhaustion of activated SCs. As expected, muscle injury resulted in a reduction of Pax7^+^MyoD^-^ cells (quiescent SCs) in control mice; however, the quiescent SC pool was preserved in exercise mice at 30 DPI (**Figure 2I-K**). Additionally, we induced repeated muscle injuries in mice and observed the preserved number of Pax7^+^ cells in myofibers in exercise mice compared with their counterparts (**Figure S2D, E**). To further strengthen the above results, we performed flow cytometry analysis and demonstrated exercise mice still showed an increased amount of SCs compared with control mice at 30 DPI (**Figure 2L**). These results suggested that exercise promoted SC activation and preserved the expanded SC pool without exhaustion.

### Exercise affects multiple pathways in SCs

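RNA sequencing compared satellite cells (SCs), the stem cells of skeletal muscle, from 4 control and 4 exercise libraries. Exercise mice ran on a treadmill at 12 m per min for 30 min per day, 4 days per week, for 4 weeks. About 800 sorted SCs went into each library, which was amplified with a kit made for single cells. The authors deposited FPKM values (reads divided by the length of the gene and by a library size) for 52636 genes. Multiplied by gene length, each library's values were whole multiples of 1 step, within a tolerance of 0.001, so the reads behind every value could be recovered. The library size in each value was not the library's read total but its median-of-ratios size factor multiplied by the geometric mean of all 8 read totals. The values are thus already scaled between libraries.
The control libraries 1 to 4 held 2339966, 2664841, 3013354 and 2790265 reads on genes, and the exercise libraries 1 to 4 held 1058317, 1011737, 1200221 and 1155592. Reads fell on 5169 to 7307 genes in control libraries and on 2348 to 3289 in exercise libraries. Both differences had an exact two-sided permutation p of 0.0286, the smallest that 4 libraries against 4 allow. A count of 0 allows a share of up to 0.000128% of reads in control 1 and up to 0.00026% in exercise 4, by counting error only, since amplified reads are not independent molecules. Mitochondrial transcripts took 68.7% of the reads of exercise 4 and 50.2% of those of exercise 3, against 7.85% and 7.56% in exercise 1 and 2.
Some of the 8 libraries may not be separate samples. Exercise 1 and 2 had a chi-square of 4.31 per degree of freedom over genes, above sampling noise, against 98.0 to 880 in the other pairs. Drawn to equal depth, at most 0.195% of the genes with 10 to 30 reads in either of them had no read in the other. In each other pair within a group at least 13.6% were missing in 1 direction. In the reverse direction some pairs were as low, with 0% of the genes of exercise 4 missing from exercise 3, 0.114% of those of control 2 from control 3, and 0.185% of those of control 3 and 0.342% of those of control 2 from control 4. Control 4 held the genes of control 1 and of control 3 in fixed proportions. Genes with at least 50 reads in control 1 and none in control 3 kept a median of 0.281 of their share of reads in control 4, and genes of control 3 alone kept 0.714, which sum to 0.996. Exercise 3 stood in the same relation to exercise 1 and exercise 4, with 0.299 and 0.677, which sum to 0.976. Control 3 kept 0.674 of the share of genes found in control 2 but not in control 1. All 8 libraries entered the tests as the labels give them, and fits with fewer libraries are given beside many of the results or in a later part.

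**Figure D1:**
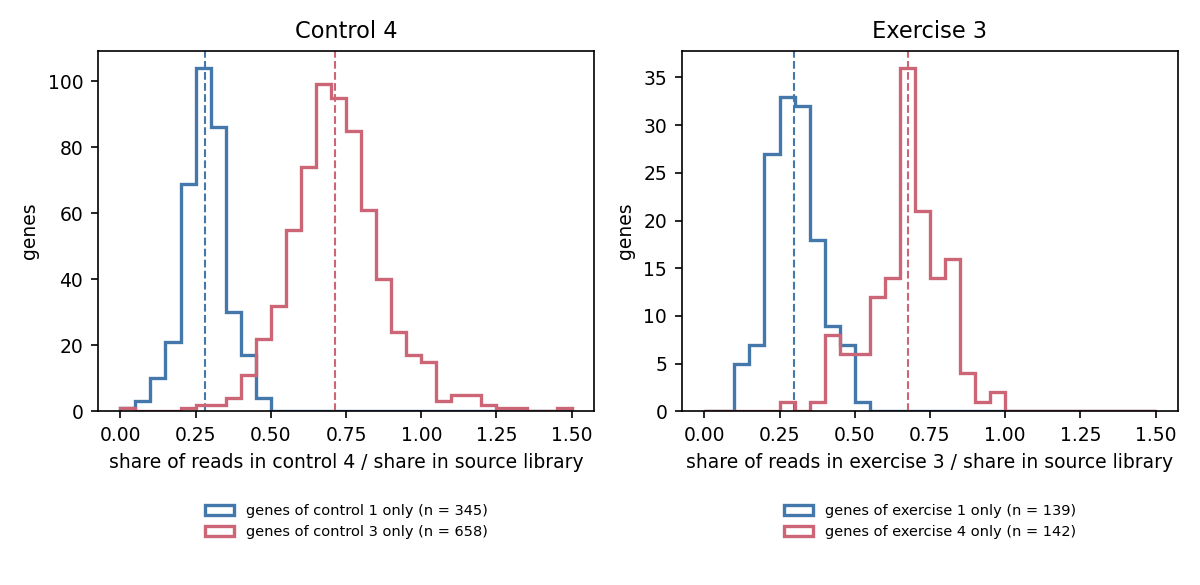
Share of reads of each gene in control 4 (left) and exercise 3 (right), divided by its share in the only source library that holds it, against the number of genes (values above 1.5 are drawn at 1.5). The dashed lines mark the medians, 0.281 and 0.714 for control 4 and 0.299 and 0.677 for exercise 3.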

To explore the molecular mechanisms underlying the effect of exercise on SCs, we performed a transcriptome analysis of SCs in exercise and control mice (**Figure 3A**). 

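Exercise was compared with control by limma on log2(FPKM + 1), with a trend in the variance, over the 4328 genes with a mean of at least 1 FPKM. With a change of over 2-fold and an unadjusted p under 0.01, 307 genes were higher and 858 lower in exercise, 1165 in all. With a Benjamini-Hochberg adjusted p under 0.05, 380 were higher and 1161 lower, 1541 in all. The methods of the paper set an FDR-adjusted p under 0.05, without naming the procedure. In 1123 of the 1541 genes the 4 exercise values did not overlap the 4 control values. Of all genes tested, 31.6% had such separate groups, where chance gives 2.86% if all 8 libraries are independent samples. The median log2 fold change of all genes tested was -1.42, so most genes were lower in exercise on the deposited scale. Quantile normalization moved that median to -0.44 and turned the balance of the adjusted calls, to 566 higher and 375 lower. The number of calls depended on the libraries in the fit. It ranged from 527, without exercise 3, to 1899, without control 1. With exercise 1 and 2 averaged as 1 sample it was 596. With control 4 and exercise 3 also left out, which leaves 3 control and 2 exercise samples, no gene had an adjusted p under 0.05, and 469 had an unadjusted p under 0.05. These last fits were chosen after seeing the data. Among genes with separate groups, the largest rises were in Dirc2, Gm23582, Cep152, Scpep1 and Slc37a3, and the largest falls in S100a1, Cdc34, Ndufa8, Fmc1 and Pdlim7. Gm23582 is a small nucleolar RNA that lies within Vps54, so its reads cannot be assigned to it with certainty.

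**Figure D2:**
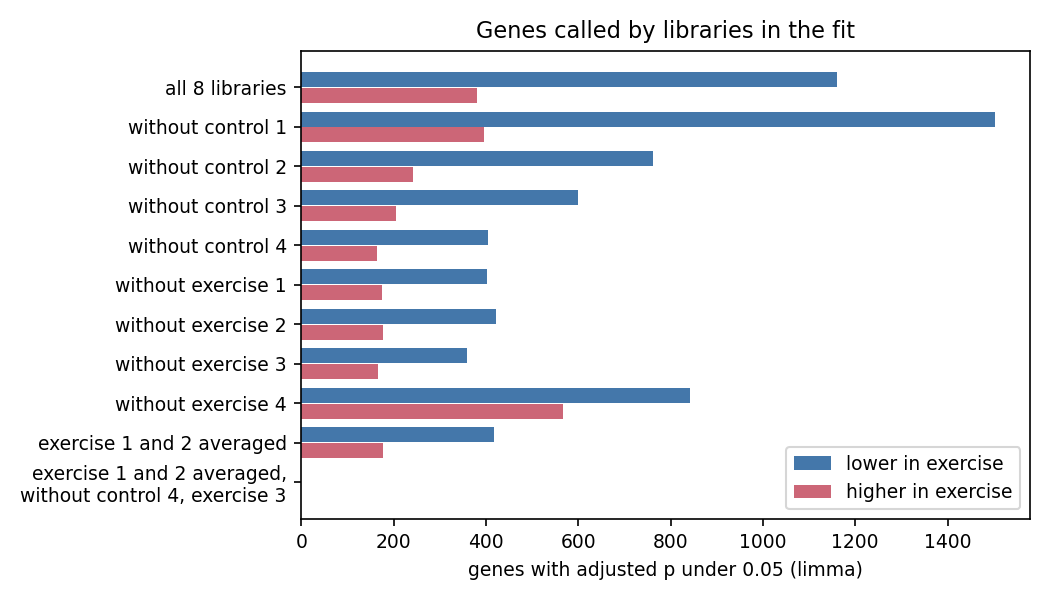
Genes with a limma adjusted p under 0.05 (x axis) for the fit to all 8 libraries and for fits to fewer (y axis), as bars for genes lower and higher in exercise. The count is 1541 with all libraries and 0 with 3 control and 2 exercise samples.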

We found that 573 genes of SCs in exercise mice were significantly upregulated, while 1,326 genes were significantly downregulated (over 2-fold change, *p*<0.01) (**Figure 3B**). We used gene-set-enrichment analysis (GSEA) to determine whether a pre-defined set of genes showed significantly different expression in SCs. This analysis revealed that the set of genes upregulated in SCs (exercise mice) showed enrichment for the ECM receptor interaction and cardiac muscle contraction pathway (**Figure 3C, D**). 

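Gene set enrichment was recomputed on the FPKM values, ranked by the signal-to-noise ratio, with every assignment of the 8 libraries to groups of 4 as the exact permutation. The smallest p that this allows among scores of the same sign is 0.0286. Of the 9 gene sets, the TCA cycle set is the 24 genes labelled in Fig. 3L, and the members of the other 8 were listed by hand, since the paper does not list their genes. Of the ECM receptor interaction list, 29 of 81 genes passed the filter. Its normalized enrichment score (NES) was 0.84 (exact permutation p = 0.657, adjusted p = 0.739 over the 9 sets), with 12 genes higher and 17 lower in exercise. Without control 1 the score changed sign, to -0.65. Of the cardiac muscle contraction list, 33 of 75 genes were ranked, 27 of them lower in exercise, with an NES of -1.41 (exact permutation p = 0.114, adjusted p = 0.429).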

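The cell cycle and biogenesis lists rested on few genes. Of 77 genes of S phase, 28 had a read in any library and 7 passed the filter. Their NES was -1.08 (exact permutation p = 0.429, adjusted p = 0.643), with 5 genes lower and 2 higher in exercise, and it changed sign without exercise 4, to 0.77. Of 107 genes of ribosome biogenesis, 36 were ranked, 28 lower and 8 higher in exercise. Their NES was 0.59 (exact permutation p = 0.943, adjusted p = 0.943), which changed sign in several of the other settings, to -0.93 with no filter. Of 26 genes of mitosis, 25 had no read in any library.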

Consistent with the observed increased cycling and proliferation of SCs in exercise mice, the set of genes upregulated in SCs showed an enrichment for S phase and biogenesis process (**Figure 3E, F**). Exercise promotes the expression of genes related to mitochondrial metabolism in muscle cells 12,20. However, we found a converse response in muscle satellite cells. Oxidative phosphorylation and ATP synthesis were significantly downregulated in SCs in exercise mice compared with their counterparts (**Figure 3G, H**). 

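Of 97 genes of oxidative phosphorylation, 85 were ranked, and 72 of these were lower in exercise, 39 of them with a limma adjusted p under 0.05. The NES was -1.82 (exact permutation p = 0.0286, adjusted p = 0.257). Ranked by the signal-to-noise ratio on the log scale, it was -1.42 (exact permutation p = 0.114, adjusted p = 0.514). An adjusted p under 0.05 was out of reach for a single set, since the smallest p of the design is multiplied by the 9 sets. With genes in place of libraries permuted, which treats genes as independent, the NES was -2.12 with an adjusted p of 0.001. Under limma's camera with a preset correlation of 0.01 the adjusted p was 0.0313. With the correlation estimated from the data, at 0.00486, the adjusted p of camera was 0.141. The estimate was below the preset value, so a higher correlation does not account for the larger p. Under fry the adjusted p was 1.70e-05. The mean of the list fell relative to the mean of all genes tested by 1.39 on the log2 scale (exact permutation p = 0.0286). The ATP synthesis list had an NES of -1.36 (exact permutation p = 0.143, adjusted p = 0.429), with 13 of 19 ranked genes lower in exercise. Both lists kept a negative score without each library in turn, from -2.02 to -1.45 and from -1.71 to -1.22. With exercise 1 and 2 averaged, oxidative phosphorylation had -1.70 (exact permutation p = 0.0588, adjusted p = 0.45). With control 4 and exercise 3 also left out, it had -1.63 (exact permutation p = 0.2, adjusted p = 0.75). In both fits that p was the smallest possible among scores of the same sign. ATP synthesis had -1.44 and -1.28 in these fits.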

Here, enrichment was observed for downregulated gene sets encoding products correlated with Pi3k-Akt signaling, mTOR signaling and the tricarboxylic acid (TCA) cycle (**Figure 3I-K**). Moreover, we found that SCs in exercise mice showed decreased expression of TCA cycle-related genes (**Figure 3L**). 

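The mTOR signaling list had an NES of -1.16 (exact permutation p = 0.4, adjusted p = 0.643), with 30 of 41 ranked genes lower in exercise. Ranked by the signal-to-noise ratio on the log scale, it had -1.46 (exact permutation p = 0.0286, adjusted p = 0.257). Without each library in turn its score ranged from -1.26 to -0.93. The Pi3k-Akt signaling list had an NES of -0.89 (exact permutation p = 0.543, adjusted p = 0.698), with 51 of 83 ranked genes lower. Its score changed sign without exercise 4, to 1.28, and with quantile normalization, to 1.04. The list of the 24 TCA cycle genes labelled in Fig. 3L had an NES of -1.33 (exact permutation p = 0.257, adjusted p = 0.579), and from -1.55 to -1.03 without each library in turn. Under fry, which asks whether a list changes at all rather than more than other genes, the adjusted p was 0.000423 for mTOR signaling, 0.0199 for Pi3k-Akt signaling and 0.00724 for the TCA cycle. Akt1 (chromosome 12 of GRCm38, 112653821 to 112674884) had no read in any exercise library or in control 1, and 12.0, 33.2 and 19.6 FPKM in control 2, 3 and 4. With the exercise libraries set to 3 reads, its mean was at least 15.8-fold lower in exercise, and at least 10.3-fold lower without control 3. These bounds allow for counting error only. At equal depth, 23.1% of the genes with at least 100 reads in control 3 had none in control 1. A count of 0 can thus arise within a group, which the bounds do not cover. The values of control 3 and 4 need not be those of separate samples, since control 4 kept 0.714 of the share of genes of control 3 alone. The fitted log2 fold change, which depends on the pseudocount, was -3.29 (standard error 1.03, limma adjusted p = 0.0365, exact permutation p = 0.143). Of the 8 fits that each left out 1 library, the fit without control 1 kept the adjusted p under 0.05 (0.000175, exact permutation p = 0.0286), and the other 7 gave 0.0629 to 0.1. Akt2 (chromosome 7, 27591552 to 27640826) was under the filter, with 72, 6, 11 and 26 reads in control 1 to 4, 2 reads in exercise 1 and none in exercise 2 to 4 (exact permutation p = 0.0286). A count of 0 in exercise 4 allows 1.46 FPKM, above the 0.275, 0.395 and 0.915 FPKM of control 2, 3 and 4, so these values do not establish a fall of Akt2.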

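Of the 24 genes labelled in Fig. 3L, 21 were lower in exercise by their mean log2(FPKM + 1). Of these, Ogdh was not lower by mean FPKM, with 16.1 in control and 16.5 in exercise. Of the 20 that passed the filter, 17 were lower, and 9 of these had a limma adjusted p under 0.05, both adjusted over the list alone and over all genes tested. The list comes from a figure drawn from these libraries. Neither these counts nor the tests of this list, those above included, are thus independent evidence. The 9 genes were Sdha, Sdhd, Idh3g, Acly, Sucla2, Dlst, Dlat, Idh3b and Sdhc. Sdhc was listed at 0 in every exercise library and had 986, 3.52, 2.13 and 198 FPKM in control 1 to 4. With the exercise libraries set to 3 reads, its mean was at least 230-fold lower in exercise, by counting error only. That bound rests on control 1 and on control 4, which kept 0.281 of the share of genes of control 1 alone. Without control 1 the bound was 52.5-fold. A count of 0 in exercise 4 allows 3.20 FPKM, above control 3 and near control 2. The 3 genes higher in exercise were Pdhb, Suclg1 and Idh2, with adjusted p of 0.67, 0.254 and 0.267. Over all 24 genes, the mean of log2(FPKM + 1) was 3.69 ± 0.66 (SD, n = 4) in control and 2.14 ± 0.55 in exercise (exact two-sided permutation p = 0.0286). That p was 0.0857 with quantile normalization, 0.0571 in 6 of the 8 comparisons that each left out 1 library (0.0286 without control 2 and without exercise 4), 0.0571 with exercise 1 and 2 averaged, and 0.2 with control 4 and exercise 3 also left out. The median log2 fold change of the list was -1.71, against -1.42 for all genes tested, and lay at percentile 19.2 among 10000 random lists matched on mean expression. With groups at or under 3 reads set to 3 reads, both medians were smaller, at -1.26 and -0.68. Of the 24 genes, 6 had no read in any exercise library. The number of genes with an adjusted p under 0.05 was 4 with quantile normalization, both over all genes and over the list alone. With exercise 1 and 2 averaged it was 4 over all genes and 9 over the list alone, and with control 4 and exercise 3 also left out it was 0 over both. Without 1 library it ranged from 4 (without exercise 1) to 10 (without exercise 4) over all genes, and from 7 to 10 over the list alone.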

Taken together, these results revealed that exercise promoted activation of SCs at the molecular level but suppressed the Pi3k-Akt-mTOR axis.

### Exercise limits mitochondrial metabolism and inhibits Akt-mTOR signaling in SCs

Exercise promoted SC proliferation, but it seemed to inhibit pathways associated with energy metabolism. Muscle injury is a well-recognized stimulus for SC activation and activated SCs in injured mice show considerably increased mitochondrial metabolism compared with quiescent SCs 21. To assess the exact effect of exercise on the metabolic profile of SCs, we examined the rate of protein biogenesis by measuring the incorporation of the alkyne puromycin analog O-propargyl-puromycin (OP-Puro) into nascent peptides following addition into the culture medium of SCs. SCs from exercise and injured mice incorporated considerably more OP-Puro than control cells *in vitro* (**Figure 4**A and **S3A, B**). We analyzed the mitochondrial content of SCs using qPCR and flow cytometry, and found that the SCs in both exercise and injured mice displayed an increased number of mitochondria (**Figure 4B, C**). Moreover, SCs in exercise and injured mice consumed more glucose than control SCs *in vitro* (**Figure S3C**). Counterintuitively, SCs in exercise mice showed limited ATP levels compared with SCs in injured mice (from ~450×10^-16^ nM/per cell to ~1,700×10^-16^ nM/per cell) but elevated ATP levels compared with SCs in control mice (~70×10^-16^ nM/per cell) (**Figure 4D**). The content of mitochondria, TCA cycle and subsequent oxidative phosphorylation in mitochondria affect cellular ATP production (**Figure 4E**). Here, we discovered that muscle injury promoted the expression of most TCA cycle genes in SCs, but exercise conversely inhibited the expression of such genes compared with their counterparts (**Figure 4F**). Correspondingly, we observed considerable decreases in the activities of respiratory chain complex I and III in the lysate of SCs (unit/mg protein) from exercise compared with control mice (**Figure S3D**). However, the activities of complex I and III per SC (unit/cell) were unaffected compared with their counterparts (**Figure S3E**), which might be attributed to the increased mitochondrial content in SCs. Additionally, we found that exercise promoted expression of the peroxisome proliferator-activator receptor-γ (PPARγ) coactivator-1α (PGC-1α) in SCs (**Figure S3**F), which drives mitochondrial biogenesis in muscle cells. Altogether, these data indicated that both exercise and injury promoted protein biogenesis, mitochondrial synthesis and glucose consumption in SCs, but it inhibited mRNA expression related to oxidative phosphorylation, resulting in limited mitochondrial metabolism and limited cellular ATP production.

Akt-mTOR signaling is a vital upstream pathway of mitochondrial metabolism (**Figure 4E**). Here, we found that the expression of Akt1/2 showed remarkable downregulation in SCs of exercise compared with control mice, but SCs of injured mice showed upregulated expression of Akt1/2 (**Figure 4G**). Phosphorylation of Akt promotes activation of mTOR, and mTOR is crucial for mitochondrial metabolism and phosphorylation of S6, a surrogate of mTORC1 activity 21, 22. Using flow cytometry, we analyzed the intensity of p-Akt and mTOR activity (shown by the intensity of pS6). We found that exercise resulted in decreased phosphorylation of Akt (**Figure 4H, I** and **S3G, H**). The same tendency was found in the activity of mTOR (**Figure 4J, K**). These data demonstrated that exercise inhibited Akt-mTOR signaling in SCs, combined with limited mitochondrial metabolism. Unlike activated SCs in injured mice, we define activated SCs in exercise mice as “limited activation status” (**Figure 4L**).

### Exercise activates MAPK signaling to promote cycling of SCs

Although we found that Akt-mTOR signaling in SCs showed the opposite response in exercise and injured mice, we observed similar changes in several genes. The expression of MyoD (a key transcription factor for SC activation) and cell cycle-related genes (cyclin B1 and cyclin B2) of SCs were elevated in SCs of exercise mice and injured mice (**Figure S4A, B**). The expression of p21 and p27 were downregulated in SCs of exercise and injured mice (**Figure S4B**). We also found that SCs in exercise mice seemed to be less responsive to injury, as the expression of p21, p27, Cyclin B1 and Cyclin B2 showed no obvious change in SCs of injured exercise mice compared with exercise mice (**Figure S4B**).

Activation of MAPK signaling is vital for SC activation and cell cycle entry. Here, we found that both exercise and muscle injury promoted phosphorylation of p38 and ERK *in vitro* and *in vivo* (**Figure S5A-D**). In contrast, prevention of the activation of p38 and ERK evidently abolished the enhanced SC proliferation *in vitro* (**Figure S5E, F**). Notably, blocking the activation of p38 and ERK impeded cell cycling of SCs induced by exercise (**Figure S5G-I**). These results demonstrated that exercise and injury promoted SC cell cycling, partially via the MAPK pathway.

### Exercise protects proliferative SCs against exhaustion by inhibiting Akt-mTOR signaling

To test whether limited mitochondrial metabolism was associated with the decreased mTOR activity, mice being trained were subjected to synchronized injection of a mTOR activator, MHY1485 (**Figure 5A**). Although the injection of MHY1485 affected all muscle cells, we found that MHY1485 treatment efficiently elevated mTOR activity in SCs, approximately to the level of mTOR activity in control SCs (**Figure 5B**). Enforcing activation of mTOR considerably promoted mitochondrial biogenesis (**Figure 5C, D**) and significantly increased the expression of TCA cycle-related genes (Idh3a, Sdhc, and Fh1) and oxidative phosphorylation genes (**Figure 5E** and** S6A**). The cellular ATP level in SCs was strikingly elevated with MHY1485 treatment (~1132×10^-16^ nM/per cell) compared with exercise mice without MHY1485 treatment (~459×10^-16^ nM/per cell) (**Figure 5F**). These data suggested that exercise limited mitochondrial metabolism of SCs mainly by inhibiting mTOR activity.

It has been reported that the maintenance of hematopoietic and intestinal stem cells require restricted mitochondrial metabolism 23, 24. Therefore, we inferred that exercise inhibited Akt-mTOR signaling and limited mitochondrial metabolism to protect proliferative SCs against exhaustion. Since MHY1485 treatment restored mTOR activity in SCs (**Figure 5B**), we monitored the number of SCs during MHY1485 treatment. MHY1485 treatment for 4 weeks resulted in a slight reduction of the number of Pax7^+^ SCs in sedentary mice (**Figure 5G**). Notably, MHY1485 treatment and synchronized training resulted in increased numbers of Pax7^+^ SCs at 1 week but strikingly decreased numbers of Pax7^+^ SCs at 4 weeks (**Figure 5G**), with no obvious changes in the cell cycle of SCs (**Figure S6B, C**). Compared with control mice, exercise mice were more sensitive to MHY1485 treatment, as shown by the significantly reduced numbers of Pax7^+^ SCs (**Figure 5H**). The flow cytometry results also demonstrated that enforced activation of mTOR signaling completely abolished the expanded SC pool induced by exercise (**Figure 5I**). Moreover, enforced activation of mTOR abolished the enhanced muscle regeneration and performance in exercise mice (**Figure 5J-M**). These data demonstrated that exercise protected proliferative SCs against exhaustion by inhibiting Akt-mTOR signaling.

### Exercise inhibits phosphorylation of Akt by upregulating insulin-like growth factor-binding protein 7 (Igfbp7)

The exercise-induced inhibition of Akt-mTOR signaling in SCs prompted us to screen the key factors regulating Akt. Insulin-like growth factors play an important role in mediating the effect of exercise on humans 25, while Igfbp binds to insulin-like growth factor receptor and blocks its activation 26, 27. Using RNA sequencing, we found that the expression of several Igfbps was evidently downregulated, including Igfbp4, Igfbp5, and Ighbp6 (**Figure S7A-C**). Conversely, the expression of Igfbp7 was considerably elevated in SCs induced by exercise (**Figure S7D**), and the results were confirmed by qPCR (**Figure S7E**) and flow cytometry analysis (**Figure 6A, B**). 

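Igfbp4 (chromosome 11 of GRCm38, 99041244 to 99054392) had 7.80 ± 6.85 FPKM (SD, n = 4) in control and 2.04 ± 1.49 in exercise, a log2 fold change of -1.29 (standard error 0.81, limma adjusted p = 0.202), and the groups overlapped. With quantile normalization the change was 0.15. Igfbp5 (chromosome 1, 72857932 to 72874884) had 6.99 ± 0.98 FPKM in control and 1.33 ± 0.79 in exercise, a log2 fold change of -1.83 (standard error 0.59, limma adjusted p = 0.0385). Every exercise value was below every control value (exact permutation p = 0.0286). Quantile normalization reduced its change to -0.03. In the fits that each left out 1 library its change ranged from -2.01 to -1.67. Its adjusted p was under 0.05 there only without control 1 and without exercise 4. It was above 0.05 with exercise 1 and 2 averaged, and with control 4 and exercise 3 also left out. Exercise 4 held 1 read of Igfbp5, below the 1.73 FPKM that a count of 0 allows there. For Igfbp6 (chromosome 15, 102144362 to 102149511), Fig. S7C shows 3 values per group, which match control 2 to 4 and exercise 1 to 3. Over those libraries it had 686 ± 307 FPKM (SD, n = 3) in control and 237 ± 74.6 in exercise (exact permutation p = 0.1, the smallest that 3 against 3 allow). The values shown need not be those of separate samples, since some of these libraries may be mixed or were nearly alike. Control 1, with 15.3 FPKM, and exercise 4, with 15.6 FPKM, were not shown, and the paper gives no reason. Over all 8 libraries it had 518 ± 419 FPKM in control and 182 ± 126 in exercise, a log2 fold change of -1.11 (standard error 1.40, limma adjusted p = 0.521). Without exercise 4 alone the change was -0.16, and without control 1 alone it was -2.43 (exact permutation p = 0.0857).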

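For Igfbp7 (chromosome 5 of GRCm38, 77349240 to 77408041), Fig. S7D shows 4 control and 3 exercise values, which match every library but exercise 4. Over those it had 13.2 ± 12.1 FPKM (SD, n = 4) in control and 217 ± 66.9 (SD, n = 3) in exercise, and the groups did not overlap (exact permutation p = 0.0286, the smallest that 4 against 3 allow). Exercise 4, with 23.0 FPKM from 8 reads, was not shown, and the paper gives no reason. It lay below control 1, with 30.3 FPKM. The values of exercise 1, 2 and 3 need not be those of separate samples. Exercise 1 and 2 were nearly alike, and exercise 3 kept 0.299 of the share of genes of exercise 1 alone. The SD and the exact permutation p over those libraries treat them as separate. Over all 8 libraries, exercise had 168 ± 111 FPKM, 12.7 times the control mean, with an exact permutation p of 0.0571. The log2 fold change was 3.51 (standard error 0.99, limma adjusted p = 0.0287). Igfbp7 was higher in exercise in every setting tried, by 2.92 to 5.48 on the log2 scale. Its adjusted p was above 0.05 in 6 of the 8 fits that each left out 1 library, at most 0.0802, and 0.0796 with exercise 1 and 2 averaged. With control 4 and exercise 3 also left out, it was 0.471.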

We found that Igfbp7 protein evidently decreased the phosphorylation of Akt, but it had little effect on the phosphorylation of p38 and ERK *in vitro* (**Figure 6C**). Knockdown of Igfbp7 in SCs partially rescued the phosphorylation intensity of Akt (**Figure 6D**), indicating that exercise might block the phosphorylation of Akt via Igfbp7.

We then utilized the lentivirus to interfere with the expression of Igfbp7 in SCs *in vivo* (**Figure 6E**). Although lentivirus interfered with gene expression of all muscle cells, we found that the expression of Igfbp7 in SCs was significantly knocked down (**Figure 6F**). We discovered that knockdown of Igfbp7 could not effectively rescue Akt1 expression in SCs (**Figure 6F**), but knockdown of Igfbp7 significantly recovered the intensity of p-Akt (**Figure 6G, H**). Subsequently, we found that knockdown of Igfbp7 in SCs partially increased mTOR activity (**Figure 6I**) but negatively affected SC maintenance in exercise mice (**Figure 6J, K**). Moreover, knockdown of Igfbp7 in SCs abolished the enhanced muscle regeneration in exercise mice (**Figure S7F, G**). These data indicated that exercise inhibited Akt-mTOR signaling partially by upregulating Igfbp7, which blocked the phosphorylation of Akt.

### Exercise inhibits transcription of Akt by decreasing H3K27ac

Igfbp7 blocked phosphorylation of Akt and had no obvious effect on the transcription of Akt, implying that the inhibited effect of exercise on Akt was not fully elucidated. Exercise alters epigenetic modification of cells, and histone modifications are closely related to gene expression 28. To test whether exercise affected SC epigenetic modification, we detected the modification of histone 3 (H3) in SCs *in vitro*. We found that the intensity of H3K27me3 (triple methylated H3K27), H3K27ac (acetylated H3K27) and H3K56ac (acetylated H3K56) in SCs isolated from exercise mice showed marked differences compared with control and injured mice (**Figure 7A**). The transcription of genes requires accessible chromatin, which is tightly regulated by histone modification 29. Through MNase analysis, we found that chromosomes in SCs from exercise mice had lower accessibility than those from injured mice *in vitro* (**Figure 7B**), confirming the changed H3 modification in SCs of exercise mice. Next, we utilized flow cytometry to detect the H3 modification in SCs *in vivo* and we found that the intensity of H3K27ac and H3K56ac was considerably decreased in SCs of exercise mice, while muscle injury elevated the intensity of H3K27ac and H3K56ac in SCs (**Figure 7C-E**). The intensity of H3K27me3 in SCs of exercise mice was comparable to the control and injured mice (**Figure 7F**).

H3K27ac marks both active promoters and distal enhancers, which are critical for gene expression 30. We analyzed the published data for the H3K27ac ChIP-sequence in the C2C12 cell line, a murine myoblast cell line 31. We discovered H3K27ac peaks in promoter regions of Akt1 and Akt2 (**Figure 7G**), implying a regulatory effect of H3K27ac on Akt1/2 transcription. Next, we conducted a ChIP-PCR assay and demonstrated the occupancy of H3K27ac, H3K56ac, and H3K4me3 at promoter regions of Akt1 and Akt2 in SCs (**Figure S8A-E**). More importantly, we found that SCs from exercise mice showed significantly decreased occupancy of H3K27ac at both promoter regions of Akt1 and Akt2 compared with their counterparts (**Figure 7H**), but the occupancy of H3K56ac and H3K27me3 showed no obvious changes (**Figure 7I and S8F**). These data indicated that the downregulated transcription of Akt in SCs in exercise mice could be attributed to the decreased H3K27ac.

Histone acetylation relies on the substrate, nuclear acetyl-CoA, which is converted by ATP citrate lyase (Acly) utilizing mitochondrial citrate. Citrate is a product of the TCA cycle in mitochondria (**Figure 7J**) 32, 33. To test whether exercise resulted in a reduction of H3K27ac via the limited mitochondrial metabolism, we detected the content of acetyl-CoA in SCs *in vitro*. The results revealed that SCs from exercise mice had the lowest content of acetyl-CoA compared with those from injured or control mice (**Figure 7K**). We supplied acetyl-CoA in the culture medium and found that the acetyl-CoA treatment dramatically rescued the intensity of H3K27ac in SCs of exercise mice (**Figure 7L**). Moreover, the mRNA and protein levels of Akt were considerably increased in the SCs (**Figure 7L, M**). To substantiate these data, we treated SCs with MHY1485 and found that enforcing activation of mTOR effectively recovered the content of acetyl-CoA in SCs from exercise mice (**Figure S9A**). Correspondingly, MHY1485 restored the intensity of H3K27ac (**Figure S9B**) and rescued the occupancy of H3K27ac at the promoters of Akt1/2 (**Figure S9C**). Taken together, these data revealed that exercise reduced the accumulation of acetyl-CoA in SCs mainly via the mTOR pathway, resulting in decreased H3K27ac level and downregulated transcription of Akt.

### Prevention of Akt-mTOR signaling activation preserves the SC pool under stress

Exercise promoted SC proliferation without exhaustion by inhibiting Akt-mTOR signaling. We speculated that inhibitors of Akt-mTOR signaling could serve as exercise analogs. Repeated muscle injuries induce excessive activation of SCs and result in exhaustion of SCs. To test the protective effect of exercise analogs on SCs, we treated repeatedly injured mice with NVP-BEZ235 or MK-2206, which are inhibitors of Pi3k-mTOR and Akt, respectively (**Figure 8A**). NVP-BEZ235 and MK-2206 effectively induced a partial inhibition of mTOR activity in SCs of repeatedly injured mice (**Figure 8B**). In the absence of inhibitor treatment, repeatedly injured mice showed a considerably decreased number of Pax7^+^ SCs compared with uninjured mice (**Figure 8C**). Additionally, mice exposed to triple injuries showed a preserved SC pool with NVP-BEZ235 or MK-2206 treatment (**Figure 8C-E**). Moreover, they also showed improved muscle regeneration upon treatment with NVP-BEZ235 or MK-2206 (**Figure S10A** and **8F, G**), as well as enhanced endurance performance (**Figure S10B**). These data implied that preventing the activation of Akt-mTOR signaling in SCs might be an effective strategy to preserve the SC pool under stress.

## Discussion

A unique property of SCs is their ability to exist in a non-cycling, quiescent state 1, 2. In response to stimuli or damage, quiescent SCs translate into activated SCs, enter the cell cycle, and produce fusion-competent myoblasts to support muscle growth and regeneration 34. The return of activated SCs to quiescence is crucial for SC self-renewal and maintenance. Dysregulation of extracellular and intracellular signaling can lead to excessive activation of SCs, resulting in eventual SC exhaustion 35, 36, such as that observed in sarcopenia and DMD 4, 7. Muscle injury induces SC rapid activation due to the demand for muscle regeneration, and a fraction of SCs return to quiescence and replenish the SC pool 21. Repeated muscle injuries lead to repetitive cycles of SC activation and quiescence, resulting in the eventual loss of the SC pool 37. Thus, the prevention of proliferative SCs against exhaustion has important implications in regenerative medicines, as well as against muscle diseases correlated with SC exhaustion.

Exercise acts as a mechanical stimulus and induces SC activation 38, 39. In this study, we found that exercise significantly promoted SC cell cycling (**Figure 2H**), and the expanded SC pool could be preserved for a long time (**Figure S2A, C**). It is clear that exercise induces SC activation and protects proliferative SCs against exhaustion. The differences in transcriptional profiling of SCs between uninjured and injured mice have been reported, and the mitochondrial metabolism pathway shows upregulated enrichment in SCs of injured mice 21, 40. Moreover, transcriptional profiling in muscle cells of mice has also demonstrated that exercise promotes the upregulation of genes related to mitochondrial metabolism 12. Here, we reported the transcriptional profiling of SCs in exercise mice by RNA sequencing. Unexpectedly, we found that exercise inhibited the expression of mitochondrial metabolism-related genes (TCA cycle and oxidative phosphorylation) (**Figure 3G, K**). Muscle SCs undergo transcriptomic alterations during isolation; thus, the transcriptomic changes in SCs in their native state require further study. Muscle injury promotes SCs activation with increased expression of genes related to the TCA cycle 21, 41, but exercise inhibited the expression of such genes in SCs (**Figure 4F**). Although exercise inhibited the expression of OxPhos genes, it promoted protein synthesis and glucose consumption, resulting in an increased mitochondria content in SCs. Thus, we found that the activities of complex I and III per SC (unit/cell) were unaffected compared with their counterparts, and an elevated ATP level per SC in exercise mice. The mitochondrial content was even comparable between SCs of exercise mice and activated SCs of injured mice (**Figure 4B, C**), the cellular ATP levels were lower in SCs of exercise than injured mice (**Figure 4D**). Our results indicated that exercise limited mitochondrial metabolism of activated SCs in exercise mice, but whether these phenomena exist in humans requires future studies.

Mitochondrial metabolism requires activated Akt-mTOR signaling 42. mTOR forms 2 distinct complexes, namely, mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2). mTORC1 controls mitochondrial activity and biogenesis by 4E-BP dependent translationally regulating the expression of nucleus-encoded mitochondrial-related mRNAs, eventually coordinating energy consumption and proliferation 43, 44. It has been reported that muscle injury promotes activation of Akt-mTOR signaling in SCs 21, 40. Here, we confirmed previous findings and observed that exercise inhibited transcription of Akt, phosphorylation of Akt and mTOR activity in SCs (**Figure 4G-K**). Our results suggested that activated SCs in exercise mice were largely different from activated SCs in injured mice. Other researchers have reported that a mechanical stimulus upregulated transcription and phosphorylation of Akt in muscle cells 45, 46, which indicated that SCs and muscle cells had different responses to exercise.

The observation of contralateral SCs (CSCs) induced by distant injury showed that the quiescent status of SCs is composed of two distinct functional phases, namely, G0 and an alert phase. SCs in the alert phase remain dormant but have larger cell sizes and upregulated mitochondrial metabolism than quiescent SCs 21. Here, we found that, similar to activated SCs in injured mice, SCs in exercise mice showed accelerated cell cycling. However, exercise inhibited Akt-mTOR signaling and limited mitochondrial metabolism in SCs. Thus, we proposed that the activated status of SCs was composed of two distinct functional phases, namely, activation and limited activation (**Figure 4L**). Whether other stem cells have a limited activation status warrants further investigation.

The limited activation status of SCs showed suppressed mTOR activity and limited mitochondrial metabolism. The mTOR signaling plays critical roles in stem cell self-renewal and differentiation. It has been reported that hyperactivity of mTOR signaling promotes differentiation and can result in stem cell exhaustion, such as germline stem cells, hematopoietic stem cells and stem cells in the tracheal epithelium 22, 47, 48. Conversely, mTOR inhibits mesendodermal differentiation in human pluripotent stem cells 49. Here, we found that training promoted the early expansion of the SC pool in mice with enforced activation of mTOR (utilizing MHY1485), but eventually resulted in a reduction of SC numbers (**Figure 5G**). Compared with the SCs of sedentary mice, SCs of exercise mice were more sensitive to MHY1485 treatment (**Figure 5H**). mTOR activity is crucial for mitochondrial metabolism, while stem cell maintenance requires restricted mitochondrial metabolism, such as hematopoietic stem cells 22. These results revealed that SCs in exercise mice required suppressed mTOR signaling to maintain the expanded SC pool, which might be an adaptive strategy for SCs against exhaustion upon exposure to long-term exercise.

The phosphorylated Akt activated mTOR via the TSC-Rbeb axis 50, and the decreased mTOR activity in SCs in exercise mice could be attributed to reduced total Akt and phosphorylated Akt. SCs in Akt1-deficient mice still show greater numbers of activated SCs (BrdU^+^Pax7^+^ SCs) after training compared with the control 51, suggesting that exercise promotes SC activation independent of Akt1. Consistently, we demonstrated that exercise promoted SC enter into the cell cycle, which mainly depended on MAPK signaling. Insulin and Igfbps play important roles in the activation of Akt and MAPK 26, 27. Generally, Igfbps bind insulin-like growth factor receptor and block its activation 27, 50. Here, we discovered that exercise downregulated the expression of Igfbp4, Igfbp5, and Igfbp6 in SCs of exercise mice, but considerably upregulated the expression of Igfbp7 (**Figure 6B**), suggesting that Igfbp7 might be a special mediator of the exercise-impeding activation of Akt (phosphorylated Akt). Indeed, knockdown of Igfbp7 in SCs partially recovered the intensity of p-Akt and mTOR activity (**Figure 6H, I**), resulting in that the expanded SCs pool in exercise mice could not be maintained (**Figure 6J**). The roles of Igfbp3 and Igfbp5 in myogenesis have been reported 53, 54. Our findings uncovered the role of Igfbp7 in protecting proliferative SCs of exercise mice, but whether Igfbp7 regulates the maintenance of quiescent SCs and affects muscle homeostasis remains unknown.

The expression of total Akt could not be effectively rescued by knockdown of Igfbp7 (**Figure 6F**), implying that other factors inhibited the transcription of Akt. Here, we found that exercise resulted in histone hypoacetylation in SCs predominantly at lysine 27 and 56 of histone 3 (H3K27 and H3K56) (**Figure 7C-E**), which promotes gene expression and chromatin accessibility 55. Moreover, we demonstrated that the transcriptional downregulation of Akt was attributed to a reduced occupancy of H3K27ac at promoter regions of Akt (**Figure 7H**). Histone acetylation relies on the substrate, nuclear acetyl-CoA, which is converted by Acly utilizing mitochondrial citrate 29, 20. Acly promotes SC differentiation by altering histone acetylation (H3K9ac, H3K14ac, and H3K27ac) 56. We found that exercise reduced substrate accumulation for histone acetylation in SCs (**Figure 7K**) and we observed that supplementation with acetyl-CoA efficiently recovered the transcription of Akt (**Figure 7L, M**). These results uncovered the underlying mechanisms responsible for exercise-induced inhibition of Akt activation at the transcriptional and post-translational levels.

The balance of Pi3k-Akt-mTOR signaling is critical for maintenance of the SC pool. Deletion of p110α, a catalytic subunit of phosphatidylinositol 3-kinase (Pi3k), resulted in SCs unable to exit quiescence. However, the induction of a constitutively active Pi3k in quiescent SCs resulted in spontaneous SC activation and eventual exhaustion of the SC pool 57. Here, we found that serial muscle injuries led to activation of mTOR signaling and a reduced SC pool. Through interference in Pi3k-Akt-mTOR signaling, SCs in mice with repeated injuries were effectively preserved and showed enhanced regenerative potential. Moreover, inhibition of mTOR signaling via rapamycin ameliorates the dystrophic phenotype in the skeletal muscle of MDX mice 58. Thus, inhibition of Pi3k-Akt-mTOR signaling might be an effective strategy to protect SCs against exhaustion under stress.

In conclusion, our study demonstrated that exercise protected proliferative SCs against exhaustion via the Igfbp7-Akt-mTOR axis by limiting mitochondrial metabolism and maintaining the limited activation status of SCs. These findings establish a link between mechanical signaling, mitochondrial metabolism, epigenetic modification, and stem cell fate decisions, revealing potential therapeutic targets for muscle diseases correlated with SC exhaustion.

## Methods

**Exercise training and drug treatment.** Male C57B/6J mice (10 weeks old) were randomly divided into two groups (1) sedentary (control mice) and (2) treadmill running (exercise mice). The mice in the exercise mice were subjected to 4 weeks of running exercise (4 days/week, 30 min/day at 12 m/min) on a treadmill (ZH-PT, Zheng Hua) at 5°. For the treadmill test, mice in all groups were acclimated to moderate treadmill running (10 m/min for 5 min daily) for 3 consecutive days before the test. Then mice ran on the treadmill at 10 m/min for 5 min, and the speed was increased from 10 to 16 m/min and then maintained constant until exhaustion. During the 4 weeks of training, mice from exercise mice were injected intraperitoneally (the same frequency with training) with SB203580 (15 mg/kg, Selleck) and FR 180204 (10 mg/kg, Selleck), or MHY1485 (3 μg/kg, Selleck). During muscle serial injury, mice were orally gavaged with NVP-BEZ235 (40mg/kg, Selleck) or MK-2206 (10mg/kg, Selleck). All mice experiments were approved by the Animal Ethics Committee of Chongqing University.

**Skeletal muscle injury**. To induce injury, 50 ul 1.2% BaCl_2_ in PBS or PBS alone was injected into and along the length of tibialis anterior (TA) and gastrocnemius muscles 59. The skeletal muscles or TA muscles were harvested 2-30 days after injury depending on the experiments.

**Histology and morphometric analysis**. TA muscles were fixed for 12 hours using 4% paraformaldehyde and subsequently transferred to 20% sucrose overnight. For the assessment of muscle morphology, 10 μm thick transverse sections of TA muscle were subjected to haematoxylin and eosin (HE) staining or immunofluorescence. For quantitative analysis, the cross-sectional area (CSA) was performed using AxioVision software (Zeiss) with a minimum of 500 fibers. For injured mice, only the CSA of regenerating/centrally-nucleated fibers were quantified.

**Isolation of single myofibers**. Single myofibers were isolated from extensor digitorum longus (EDL) muscles and digested in Dulbecco's modified Eagle's medium (DMEM) (catalogue number: SH30022.01, Hyclone, GE, USA) with 0.2% collagenase (Sigma-Aldrich, USA) at 37ºC for 90 min. Fibers were liberated by trituration in DMEM medium with Pasteur pipettes.

**Satellite cell isolation and culture.** To culture SCs in vitro, we obtained SCs using single myofiber cultures. Briefly, single fibers were placed in Matrigel-coated dishes (BD Bioscience, USA) in fiber medium consisting of DMEM (Hyclone) with 20% fetal bovine serum (Hyclone), 1% penicillin/streptomycin (Hyclone), and 1% Chick embryo extract (US biological, USA) at 37ºC with 5% CO_2_. SCs migrated off the myofibers in 3 to 4 days. To analyze the growth of SCs, isolated SCs were cultured in fiber medium. For differentiation, SCs were cultured in DMEM containing 2% horse serum (Gibco, Thermo Fisher, USA) on Matrigel. For the supply of substrate for histone acetylation, SCs were treated with 10uM acetyl-CoA (Sigma) for 24 hours before analysis. For Igfbp7 treatment, recombinant full-length Igfbp7 proteins (10ug/ml, Abcam) were added to the medium for 12 hours.

**Flow cytometry**. Satellite cell (SCs) isolation and purification was performed according to established methods. Briefly, tibialis anterior muscle of mice was subjected to 0.2% collagenase (Sigma) for 90 min and then 0.2% dispase (Sigma) for 30 min. The cell suspension was filtered through a 70 μm nylon filter (Falcon) and mononuclear cells were collected and subjected to FACS (BD FACSAriaII) using immunostaining with follwing biotinylated antibodies (CD45, CD11b, CD31 and Sca1, eBioscience), streptavidin-APC-Cy7, CD34-Alexa Fluor 647 and Integrin α7- FITC (eBioscience). For the mitochondria staining, 200 nM Mito-Tracker Green (Beyotime) was added to muscle digests and incubated for 1 hour at 37ºC. For the intracellular staining, the SCs were firstly stained with the surface marker and then subjected to Fixation/Permeabilization Kit (BD) according to the manufacturer's instruction, and then the cells were stained with p-p38-PE (eBioscience), p-ERK-PE (Biolegend), p-Akt-FITC (Biolegend) or p-S6-PE (Biolegend). For the detection of H3 modification, the cells were stained with anti-H3K27me3 (CST), anti-H3K27ac (CST) or anti-H3K56ac (CST) and then incubated with anti-rabbit-FITC (Biolegend).

For BrdU incorporation analysis, SCs cultured in vitro were incubated with 10μM BrdU (Sigma) for 30 min, washed with PBS, fixed with 70% absolute ethyl alcohol for 6 hours, permeabilization with 0.1% Triton X-100 for 10 min, incubation with 2M HCl for 30 min, and blocked with 2% horse serum for 1 h. Then cells were stained with a BrdU specific antibody conjugated with FITC (eBioscience) for 30 min and analyzed by flow cytometry.

**Immunofluorescence**. Sections of TA, myofibers or SCs were fixed with 4% paraformaldehyde for 30 min at room temperature, washed and then incubated in 0.1% Trixon X-100 for 10 min. Then samples were blocked with 2% horse serum for 1 h and incubated with primary antibodies at 4℃ overnight. The following antibodies were used: Pax7 (Invitrogen, 1:100), MyoD (Santa, 1:100), Laminin (Sigma, 1:250) and MyHC (R&D, 1:50). After the primary antibody incubation, myofibers were incubated with secondary antibodies conjugated with Alexa Fluor 488 or 647, or Cy3 (Beyotime, 1:500). Finally, the nucleus was staining by DAPI (5μg/ml, Sigma) for 10 min and the fluorescence pictures were captured by confocal microscopy (Olympus). For SCs number counting, total 2×10^5^ cells were seeded in 12-well plates. The cells were fixed with 4% paraformaldehyde for 10 min at 6 hours or 48 hours, and incubated with DAPI (5μg/ml) for 10 min.

**Cell proliferation assay**. To assess the altered cell phenotypes, we seeded the SCs in 96-well plates with 2,000 cells per well in triplicate. At 24, 48 and 72 hours post culture, cell proliferation was assessed using the Cell Counting Kit-8 Kit (Beyotime) according to the manufacturer's instruction.

**Library preparation and RNA-Sequence.** About 800 SCs were isolated by FACS and the mRNA library constructed using QIAseq FX Single Cell RNA Library Kit (QIAGEN) according to the manufacturer's instruction. Libraries were sequenced by the Illumina HiSeq 2000 platform as 150-bp pair-ended reads. Reads were aligned using bowtie v0.12.9. FPKM estimation was performed with Cufflinks v2.1.1, aligned reads were counted with HTSeq, and differential expression analysis was performed with DESeq2. Differentially expressed genes were selected using a cut-off at a P value of less than 0.05 (FDR adjusted for multiple testing). For functional profiling of changes in mRNA by RNA-Sequence, GSEA analysis was performed using the GSEA software.

**RNA extraction and quantitative real time PCR.** Total cellular RNA was isolated from 3000 SCs immediately after FACS sorting using the Total RNA isolation Kit (Thermo Fisher) according to the manufacturer's instructions. For SCs cultured in vitro, 1 million SCs were used for RNA isolation. cDNA was reverse transcribed using PrimeScript RT reagent Kit (Takara) and subjected to real-time PCR with SYBR Green Supermix (Bio-Rad) in an iCycler iQ Real Time PCR Detection System (Bio-rad). All primers are listed in Table S1. All samples were run in triplicate. β-actin (Actinb) was used as an internal control for mRNA.

**Mitochondria DNA quantification**. Total DNA was isolated from 20,000 SCs immediately after FACS sorting using Hipure Tissue DNA Mini Kit (Magen) according to the manufacturer's instructions. mtDNA was analyzed by quantitative PCR. All primers are listed in Table S1.

**Glucose Consumption.** Glucose concentration in the medium was analyzed using the Amplex Red Glucose/Glucose Oxidase Assay Kit (Invitrogen).

**ATP and acetyl-CoA measurement.** 30,000 SCs were isolated by FACS and counted with a haemocytometer immediately after isolation. The cellular ATP level were measured using Enhanced ATP Assay Kit (Beyotime) according to the manufacturer's instructions. For SCs cultured *in vitro*, the intracellular levels of acetyl-CoA were measured using the PicoProbe Acetyl CoA Assay Kit (Abcam) according to the manufacturer's instructions.

**Protein Biogenesis Assay.** SCs were cultured in vitro, and the dilute Click-iT OPP (O-propargyl-puromycin) was added into the medium with a 20 μM working solution for 1 hour. Then the SCs were detected the incorporation of OP-puro using the Click-iT Plus OPP Protein Synthesis Assay Kit (Molecular Probes).

**Measurement of activities of mitochondrial respiratory chain complex.** Activities of mitochondrial respiratory chain complex I, II, and III were assessed by the corresponding assay kit (Solarbio).

**Western blot**. For western blot, the SCs cultured in vitro were extracted in RIPA lysis buffer (1× PBS, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, 1 mM EDTA). Protein extracts were subjected to electrophoresis on polyacrylamide gels and transferred to nitrocellulose membranes. The membranes were first incubated in blocking buffer and then incubated with antibodies. The antibodies used in this study were against: p-p38 (Beyotime, 1:1000), p38 (Beyotime, 1:1000), p-ERK (Beyotime, 1:1000), ERK (Beyotime, 1:1000), Tubulin (Beyotime, 1:1000), p-Akt (Beyotime, 1:1000), Akt (Beyotime, 1:1000), H3K4me1 (CST, 1:1000), H3K4me3 (CST, 1:1000), H3K9me3 (CST, 1:1000), H3K27me3 (CST, 1:1000), H3K9ac (CST, 1:1000), H3K18ac (CST, 1:1000), H3K27ac (CST, 1:1000), H3K56ac (CST, 1:1000), H3 (Beyotime, 1:1000). The HRP-conjugated secondary antibodies were Goat anti Rabbit and Goat anti mouse (Beyotime, 1:1000). Uncropped immunoblots are located in Supplementary Figure 4.

**Chromatin extraction and analysis**. 500,000 SCs cultured in vitro were harvested and resuspended in 1 ml nuclear extraction buffer (10 mM Tris-HCl (pH 7.4), 10mM NaCl, 3mM MgCl_2_, 0.1% NP-40) on ice for 10 min. Nuclei were collected by centrifugation and washed twice. Finally, nuclei were resuspended in 50 μl digestion buffer (15mM Tris-HCl (pH7.4), 1mM CaCl_2_) and digested with micrococcal nuclease (0.01U/ml, Thermo Fisher) for the indicated time. The reactions were stopped by adding 10 μl stop solution (2% SDS, 50 mM EDTA). The DNA was purified using Hipure Tissue DNA Mini Kit (Magen) and subject to agarose gel electrophoresis.

**ChIP assay**. SCs cultured in vitro were harvested and used for ChIP assays. ChIP assays were performed using EZ-ChIP Chromatin Immunoprecipitation Kit (Milipore). In brief, the cells were fixed with 1% formaldehyde for 10 min, and the fixation reaction was quenched with glycine to a final concentration of 125 mM. The cells were lysed and sonicated until the desired lengths were achieved (100-500 bp). Then, 5 μg of anti-H3K27ac (CST), anti-H3K56ac (CST), anti-H3K27me3 (CST) or control IgG were used for immunoprecipitation. After elution of DNA from precipitated immunocomplexes, PCR or quantitative real-time PCR were performed with specific primers (Table S1).

**Lentivitral constructs and packaging.** To generate the vectors for the expression of Igfbp7 specific shRNA, we designed the sequence of shRNAs and cloned shRNAs into the vector pLKO.1-puro (primer sequences, Table S1). For lentivirus production, 293T cells were transfected with the helper plasmid pSPAX2 and pMD2.G. The medium was replaced with fresh medium at 10 h after transfection. The culture supernatants were collected at 48 h after transfection and filtered by 0.22 μm membrane. Virus was stored at -80 ℃ until use. For lentiviral infection of cells in vitro, lentiviral stock was added to SCs with polybrene (8μg/ml, Sigma-Aldrich, USA). For lentiviral infection of cells in vivo, lentivirus-shIgfbp7 was injected in muscles twice.

**Statistical analysis**. All experiments included at least three biological replicates. Comparisons between two groups were analyzed using two-tailed Student's t-test. Differences among more than two groups were analyzed using one-way ANOVA followed by Tukey-Kramer post-hoc tests. Values of *p*<0.05 were considered statistically significant. All data are means ± SD.

**Accession numbers**. All Sequencing data are deposited in the NCBI GEO database under accession number: GSE128651 and GSE37525.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
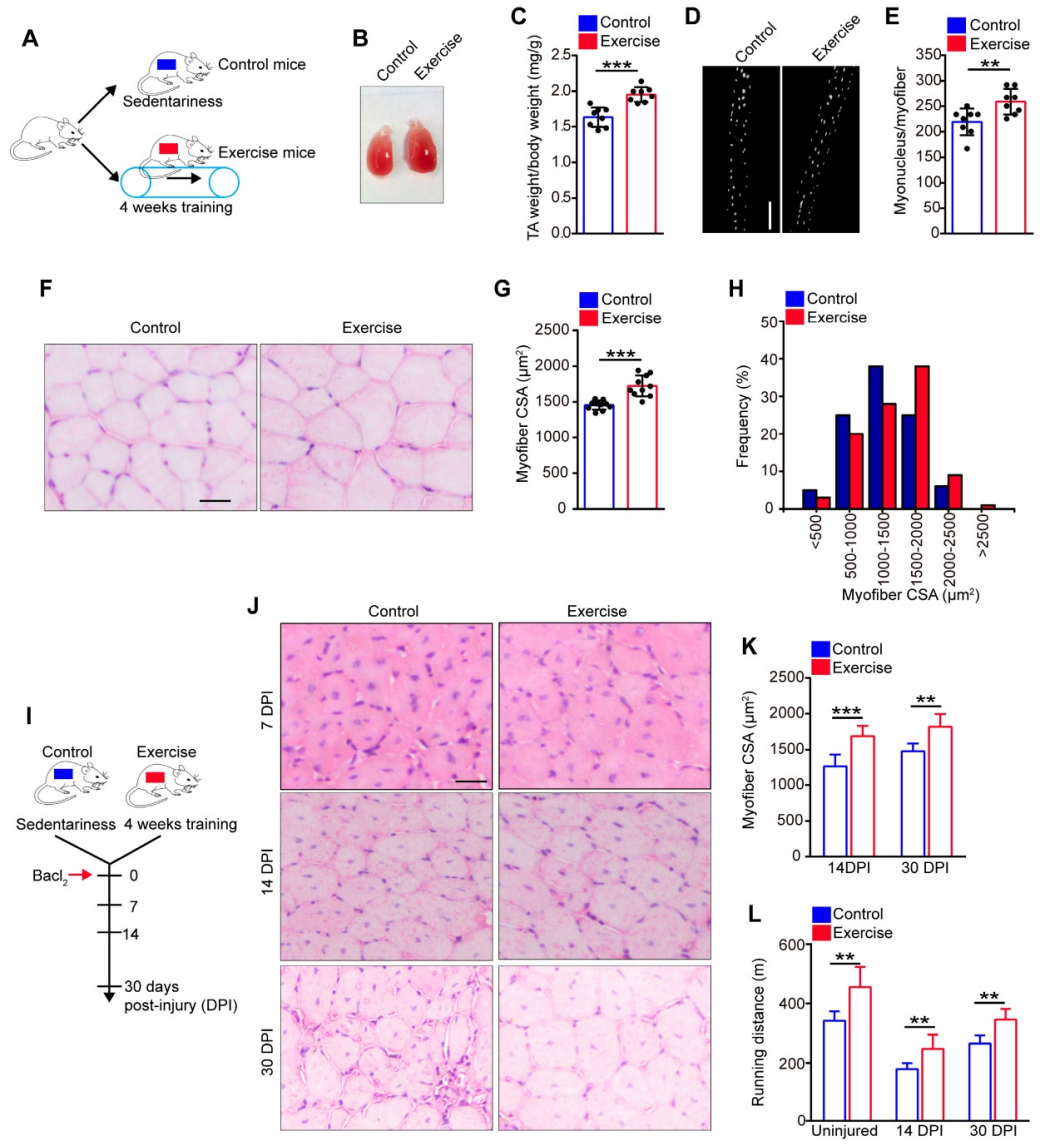
** Exercise promotes muscle hypertrophy and improves muscle regeneration.** (**A**) A schematic illustration showing the experimental design. The mice were designed as “exercise mice” that were subjected to a period of 4 weeks of training (4 days/week, 30 min/day at 12 m/min), while sedentary mice were designed as “control mice”. Skeletal muscles were harvested after 4 weeks of training or sedentariness. (**B**) Visual comparison of the muscle mass of the tibialis anterior (TA) of control and exercise mice. (**C**) TA weight/body weight (mg/g) of control and exercise mice (n=8 mice). (**D**) Immunofluorescence of myonucleus on single myofiber. Nucleus was stained with DAPI. Scale bar, 100 μm. (**E**) Number of myonuclei per myofiber in control and exercise mice (n=8 mice, 20 myofibers per mouse). (**F**) Hematoxylin and eosin (HE) staining of cross-sections of the TA muscle in control and exercise mice. Scale bar, 100 μm. (**G**) Average myofiber cross-sectional area (CSA) of TA in control and exercise mice (n=10 mice). (**H**) Distribution of CSA in control and exercise mice (n=5 mice). (**I**) A schematic illustration showing the experimental design for muscle injury. Bacl_2_ was injected into and along the length of TA and gastrocnemius muscles of mice. The skeletal muscles or TA muscles were harvested at 7-30 days post-injury (DPI) depending on the experiments. (**J**) HE staining of the cross-sections of TA in control and exercise mice at 7 DPI, 14 DPI, and 30 DPI. Scale bar, 100 μm. (**K**) Average CSA of TA in control and exercise mice at 14 DPI and 30 DPI (n=5-10 mice). (**L**) Mice were acclimated to running on the treadmill until exhaustion. The maximum running distances of mice were measured at the indicated time points (n=8 mice). Error bars represent means ± SD. *p<0.05, **p<0.01, ***p<0.001; Student's *t*-test.

**Figure 2:**
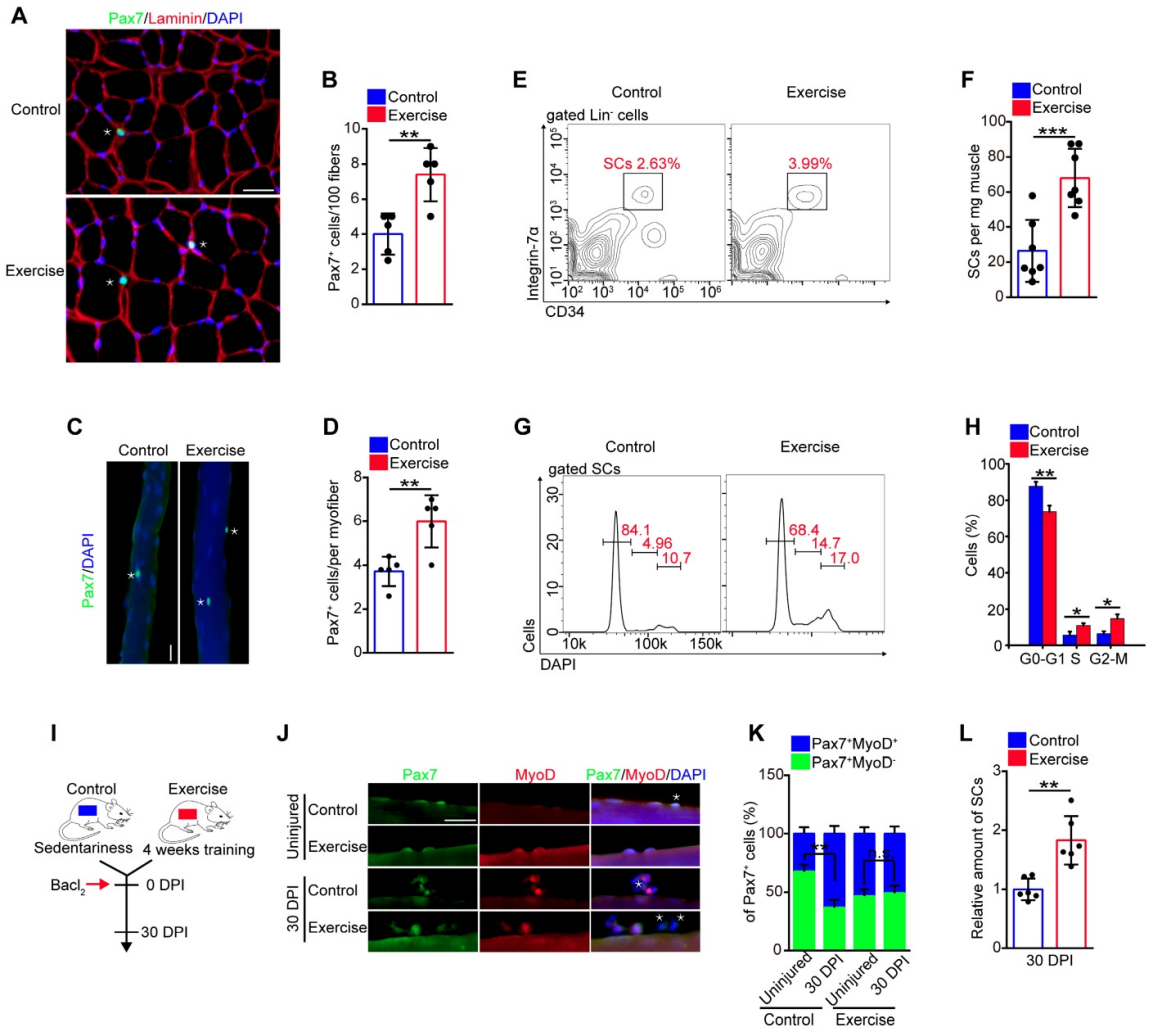
** Exercise promotes SC activation and preserves the expanded SC pool. (A)** Immunofluorescence of Pax7, laminin, and DAPI on cross-sections of TA from control and exercise mice. Scale bars, 100 μm.** (B)** Quantification of the numbers of Pax7^+^ SCs per 100 fibers in cross-sections from control and exercise mice (n=5 mice, 500 fibers per mouse). (**C**) Skeletal muscles were harvested from control and exercise mice. Representative fluorescent images of fresh myofibers immunostained with Pax7 antibody (green) and DAPI (blue). Scale bars, 50 μm. (**D**) Quantification of the numbers of Pax7^+^ SCs per myofiber in control and exercise mice (n=5 mice, 20 myofibers per mouse).** (E)** Skeletal muscles were harvested from control and exercise mice, and then subjected to digestion into mononuclear cells. The cells were stained with cell surface markers (CD45, Sca1,CD11b, CD31, CD34, and α7-integrin). The population of SCs was analyzed by flow cytometry (Lin^-^ cells: CD45^-^Sca1^-^CD11b^-^CD31^-^). (**F**) Quantification of the numbers of SCs per mg muscle of mice (n=7 mice). (**G**) The mononuclear cells isolated from skeletal muscles (after 4 weeks of training or sedentariness) were stained with cell surface markers and DAPI. The cell-cycle of SCs was analyzed by flow cytometry. (**H**) Quantification of the percentage of cell-cycle distribution in SCs (n=5 mice). (**I**) A schematic illustration showing the experimental design for muscle injury. Muscle injury was induced in control and exercise mice by Bacl_2_ injection, and skeletal muscles were harvested before injury or at 30 DPI. (**J**) Representative fluorescent images of fresh myofibers immunostained with Pax7 antibody (green), MyoD antibody (red), and DAPI (blue). Scale bars, 50 μm. (**K**) Quantification of the percentage of quiescent SCs (Pax7^+^MyoD^-^) in Pax7^+^ cells (n=4 mice, 20 myofibers per mouse). (**L**) Skeletal muscles were isolated from mice at 30 DPI and analyzed by flow cytometry. The relative amount of SCs was quantified (n=6 mice). Error bars represent means ± SD. *p<0.05, **p<0.01, ***p<0.001; n.s. no significance; Student's *t*-test.

**Figure 3:**
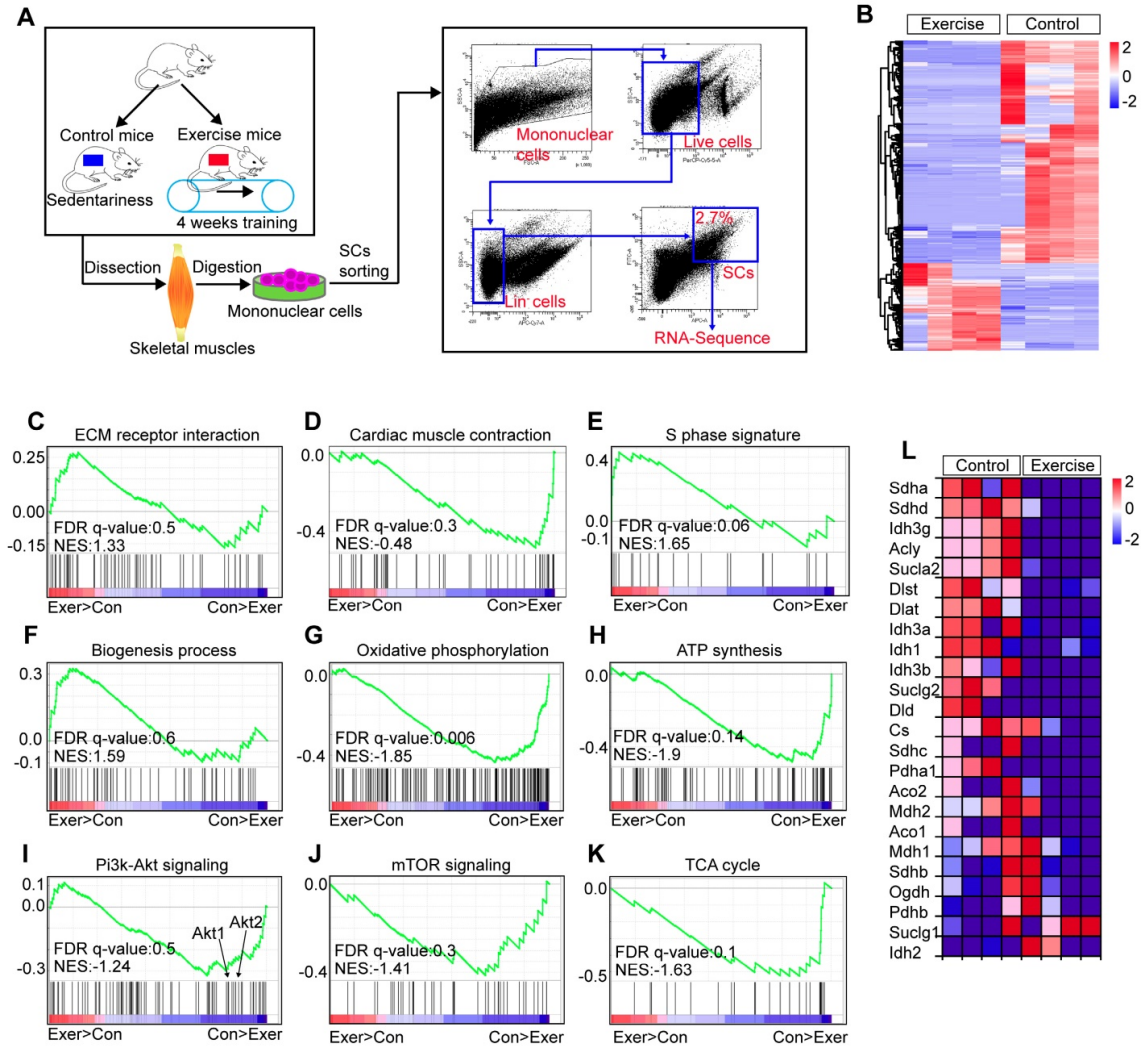
** Exercise affects multiple pathways in SCs.** (**A**) A schematic illustration showing the design used for SC sorting and RNA sequencing. Skeletal muscles were harvested from control and exercise mice and then digested into mononuclear cells. Mononuclear cells were stained with markers, and SCs (defined as Lin^-^CD34^+^ α7-integrin^+^) were sorted by flow cytometry. The sorted SCs were then subjected to RNA sequencing analysis. (**B**) Heatmap of the expression of 1,899 upregulated genes (red) or downregulated genes (blue) by 2-fold or more (*p*<0.01) in SCs (n=4 mice). (**C**-**K**) Gene-set-enrichment analysis (GSEA) of selected gene sets encoding products related to ECM receptor interaction (**C**), Cardiac muscle contraction (**D**), S phase signature (**E**), Biogenesis process (**F**), Oxidative phosphorylation (**G**), ATP synthesis (**H**), Pi3k-Akt signaling (**I**), mTOR signaling (**J**) and TCA cycle (**K**), presented as an enrichment score, as well as genes “positively correlated” with exercise (Exer>Con) or “negatively correlated” with exercise (Con>Exer). Exercise, Exer; Control; Con. (**L**) Heatmap of the expression of TCA cycle-related genes, data from RNA sequencing results.

**Figure 4:**
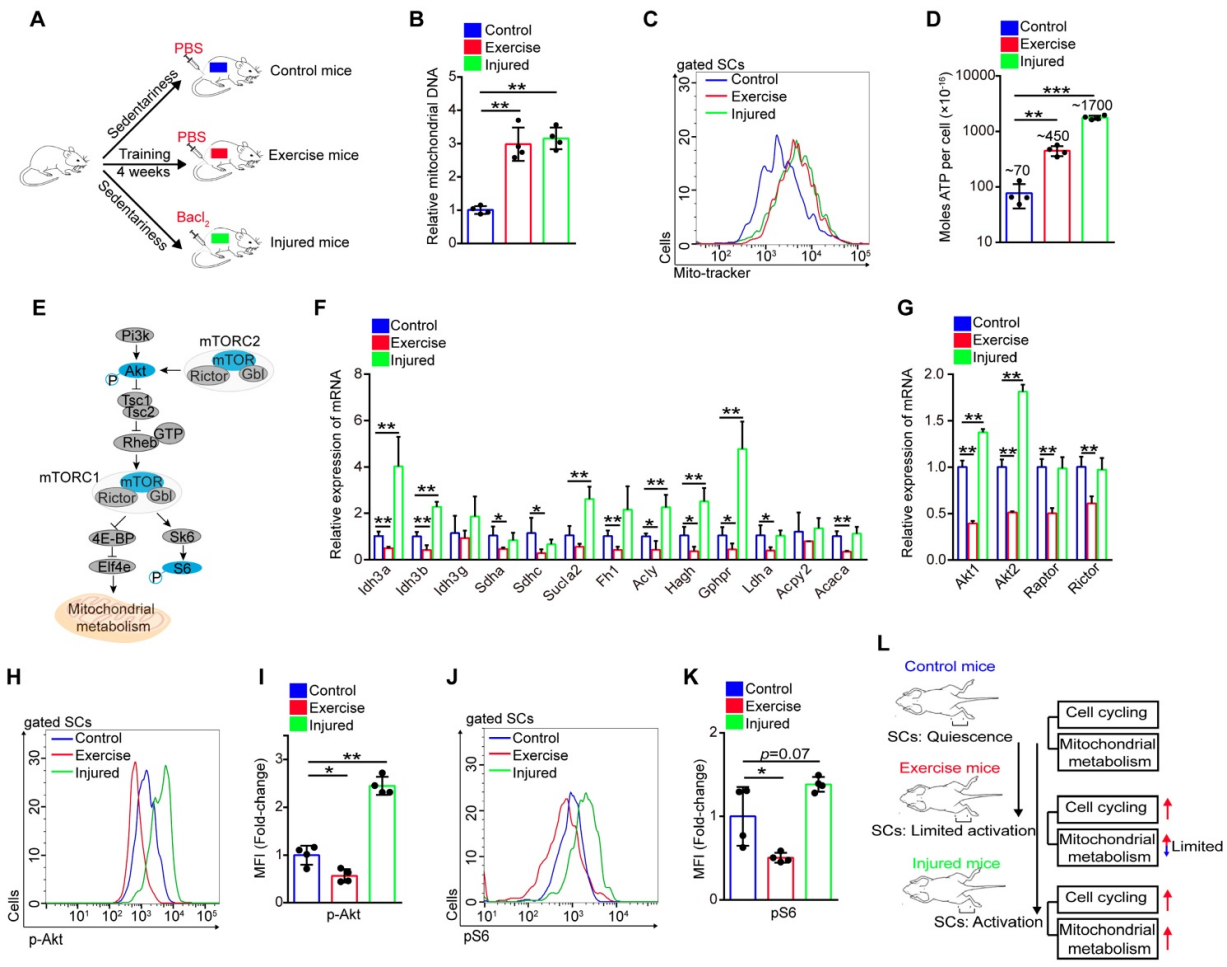
** Exercise limits mitochondrial metabolism and inhibits Akt-mTOR signaling in SCs.** (**A**) A schematic illustration showing the experimental design. Sedentary mice were injected with PBS (defined as “control mice”) or Bacl_2_ (defined as “injured mice”). For experimental precision, “exercise mice” received a PBS injection. Skeletal muscles were harvest at 48 hours after injection of PBS or Bacl_2_. (**B**) SCs were sorted from control, exercise and injured mice. The total DNA of SCs was extracted and the mitochondrial DNA was assessed by qPCR (n=4 mice). (**C**) The mononuclear cells isolated from skeletal muscles of mice were stained with SC markers and mitochondrial fluorescent tracker (Mito-tracker). The intensity of the mito-tracker of SCs was analyzed by flow cytometry. (**D**) SCs were sorted from control, exercise and injured mice. The cellular ATP levels were assayed. (**E**) Summary of the Akt-mTOR pathway. (**F**) Total RNA of sorted SCs was extracted, and the expression of the indicated genes was assayed by qPCR (n=4 mice). (**G**) SCs were sorted from mice. Total RNA of SCs was extracted and the expression of indicated genes was assayed by qPCR (n=4 mice). (**H**) The mononuclear cells isolated from skeletal muscles were stained with SC markers and phosphorylated Akt (p-Akt) fluorescent antibody. The intensity of p-Akt was analyzed by flow cytometry. (**I**) MFI analysis of p-Akt in SCs (n=4 mice). (**J**) The mononuclear cells isolated from skeletal muscles of mice were stained with SC markers and phosphorylated S6 (pS6) fluorescent antibody. The intensity of pS6 was analyzed by flow cytometry. (**K**) MFI analysis of pS6 in SCs (n=4 mice). (**L**) A schematic illustration showing the definition of “limited activation status” of SCs. Error bars represent means ± SD. *p<0.05, **p<0.01; One-way ANOVA.

**Figure 5:**
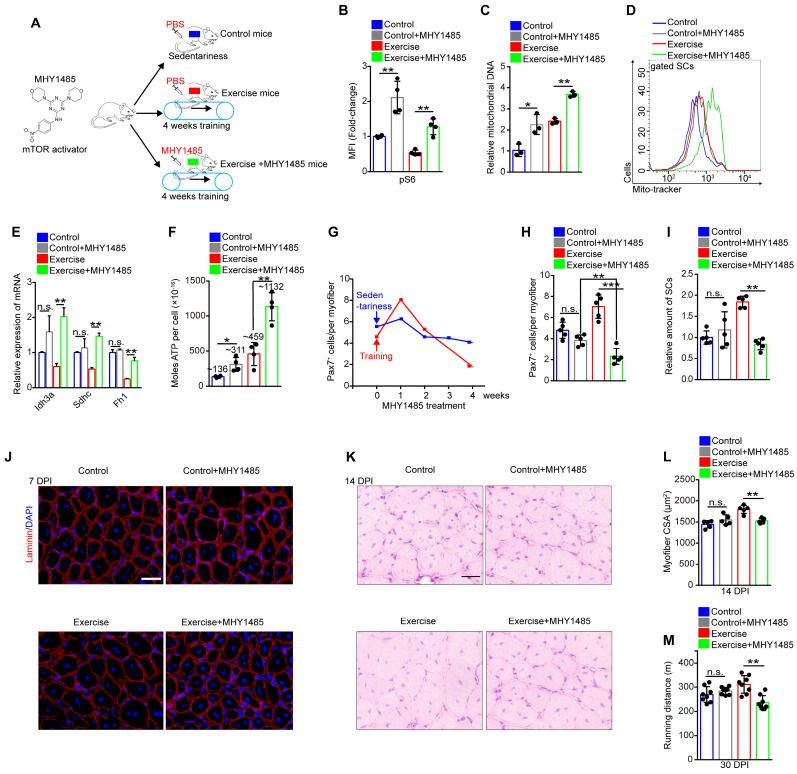
** Exercise protects proliferative SCs against exhaustion by inhibiting Akt-mTOR signaling.** (**A**) A schematic illustration showing the design of the treatment of mTOR activator, MHY1485. Sedentary mice were injected with PBS (defined as “control mice”). Sedentary mice were defined as “control+MHY1485 mice” that were injected with MHY1485 (3 μg/kg, intraperitoneal injection, 4 times/week, 4 weeks). For experimental precision, “exercise mice” received a PBS injection, and mice were defined as “exercise+MHY1485 mice” that were subjected to 4 weeks of training and synchronized MHY1485 injection. (**B**) MFI analysis of pS6 in SCs (n=4 mice). (**C**) SCs were sorted from mice. The total DNA of SCs was extracted, and the mitochondrial DNA was assessed by qPCR (n=3 mice). (**D**) The mito-tracker intensity of SCs was analyzed by flow cytometry (n=3-4 mice). (**E**) SCs were sorted from mice. Total RNA of SCs was extracted, and the expression of indicated genes was assayed by qPCR (n=3 mice). (**F**) SCs were sorted from mice. The cellular ATP level was assayed (n=3-4 mice). (**G**) Mice were subjected to sedentariness or training, as well as synchronized MHY1485 injection. Skeletal muscles were harvested depending on the MHY1485 treatment time (0, 1, 2, 3, and 4 weeks) and digested into single myofibers. The numbers of Pax7^+^ SCs per myofiber were counted (n=3 mice, 20 myofibers per mouse). (**H**) Quantification of the numbers Pax7^+^ SCs per myofiber in mice (n=5 mice, 20 myofibers per mouse). (**I**) The relative amount of SCs per total mononuclear cells isolated from skeletal muscles was quantified (n=5 mice).** (J)** Immunofluorescence of laminin and DAPI on cross-sections of TA from mice at 7 DPI. Scale bars, 100 μm. (**K**) HE staining of the cross-sections of TA in control and exercise mice at 14 DPI. Scale bar, 100 μm. (**L**) Average CSA of TA in control and exercise mice at 14 DPI (n=5 mice). (**M**) Mice were acclimated to running on the treadmill until exhaustion. The maximum running distances of mice were measured at 30 DPI (n=8 mice). Error bars represent means ± SD. *p<0.05, **p<0.01, ***p<0.001; n.s. no significance; One-way ANOVA.

**Figure 6:**
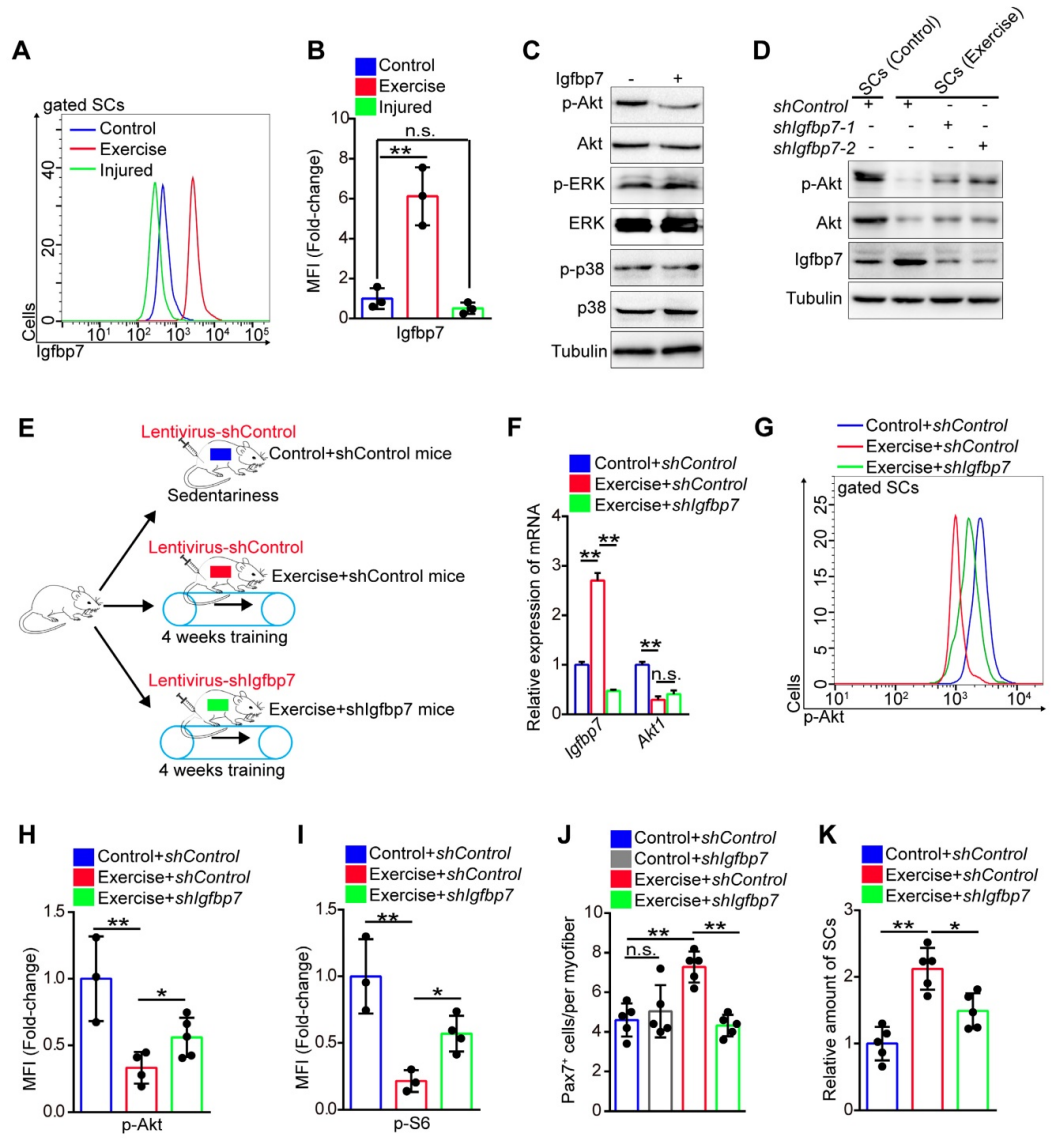
** Exercise inhibits phosphorylation of Akt by upregulating Igfbp7.** (**A**) The mononuclear cells isolated from skeletal muscles of mice were stained with SC markers and Igfbp7 antibody. The intensity of Igfbp7 was analyzed by flow cytometry. (**B**) MFI analysis of Igfbp7 in SCs (n=3 mice). (**C**) SCs of control mice were isolated and cultured in vitro with treatment of Igfbp7 protein (10ug/ml, 12 hours), and the levels of p-Akt, Akt, p-ERK, ERK, p-p38, p38 and Tubulin (loading control) were analyzed by western blot (n=3). (**D**) SCs were isolated and cultured *in vitro*. The SCs were interfered with lentivirus targeting Igfbp7 (*pLKO-shIgfbp7*). Two independent shRNAs were utilized. The protein levels of p-Akt, Akt, Igfbp7 and Tubulin were determined by western blot (n=3). (**E**) A schematic illustration showing the design for the lentivirus treatment targeting Igfbp7. Sedentary mice were infected with lentivirus-shControl (two times infection, defined as “control+shControl”). Mice were defined as “exercise+shControl” that were subjected to 4 weeks of training and synchronized lentivirus-shControl infection, and mice were defined as “exercise+shIgfbp7” that subjected to 4 weeks of training and synchronized lentivirus-shIgfbp7. (**F**) Total RNA of sorted SCs was extracted and the expression of Igfbp7 and Akt1 was assayed by qPCR (n=3). (**G**) The mononuclear cells isolated from skeletal muscles of mice were stained with SC markers and p-Akt antibody. The intensity of p-Akt was analyzed by flow cytometry. (**H**) MFI analysis of p-Akt in SCs (n=3-5 mice). (**I**) MFI analysis of pS6 in SCs (n=3-4 mice). (**J**) Quantification of the numbers of Pax7^+^ SCs per myofiber in mice (n=5 mice, 20 myofibers per mouse). (**K**) The mononuclear cells isolated from skeletal muscles in mice was stained with SCs markers. The relative amount of SCs per total mononuclear cells isolated from the skeletal muscles of mice were quantified (n=5 mice). Error bars represent means ± SD. *p<0.05, **p<0.01; n.s. no significance; One-way ANOVA.

**Figure 7:**
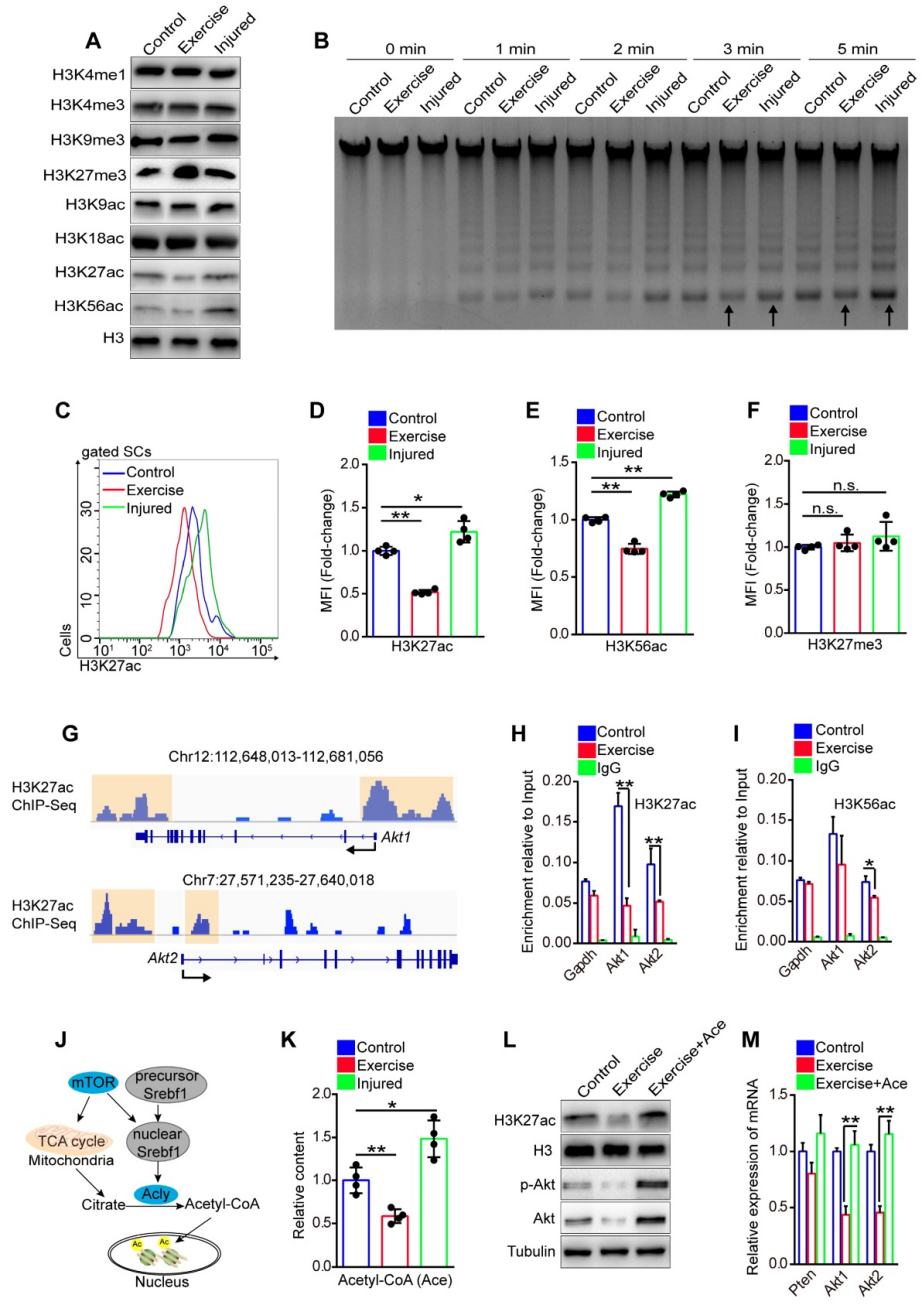
** Exercise inhibits transcription of Akt by decreasing H3K27ac.** (**A**) SCs were isolated from mice and cultured *in vitro*. The levels of modified histone 3 were analyzed by western blot (n=3). (**B**) Cell nucleus was isolated from 0.5 million cultured SCs and adjusted to micrococcal nuclease (MNase) treatment (0.01unit/μl) with increasing durations (0, 1, 2, 3 and 5 min). The DNA fragments were extracted and analyzed by agarose gel electrophoresis (n=3). (**C**) The mononuclear cells isolated from skeletal muscles of mice were stained with SC markers and H3K27ac antibody. The intensity of H3K27ac was analyzed by flow cytometry. (**D**) MFI analysis of H3K27ac in SCs (n=4 mice). (**E**, **F**) MFI analysis of H3K56ac (**E**) and H3K27me3 (**F**) in SCs (n=4 mice). (**G**) H3K27ac ChIP-Sequence signal tracks around the Akt1 and Akt2 genes. The occupancy of H3K27ac was present in promoters of Akt1 and Akt2 in C2C12 cells. Data from GSM3163924. (**H, I**) SCs were isolated and cultured *in vitro*. Quantitative ChIP-PCR was utilized to detect the binding of H3K27ac (**H**) and H3K56ac (**I**) at promoter regions of Akt1/2 in SCs. IgG served as a negative control, and the binding of RNA polymerase II to GAPDH promoter served as a positive control. Enrichment relative to the input was shown (n = 4). (**J**) Summary of the mTOR-histone acetylation pathway. (**K**) SCs were isolated and cultured *in vitro*. The intracellular acetyl-CoA (Ace) levels of SCs were analyzed (n=4). (**L**) SCs were cultured *in vitro* with acetyl-CoA (10 μM) treatment for 24 hours. The protein levels of H3K27ac, H3 (loading control), p-Akt, Akt and Tubulin (loading control) were analyzed by western blot (n=3). (**M**) Total RNA of cultured SCs was extracted and the expression of Pten, Akt1, and Akt2 was assayed by qPCR (n=4). Error bars represent means ± SD. *p<0.05, **p<0.01; n.s. no significance; One-way ANOVA.

**Figure 8:**
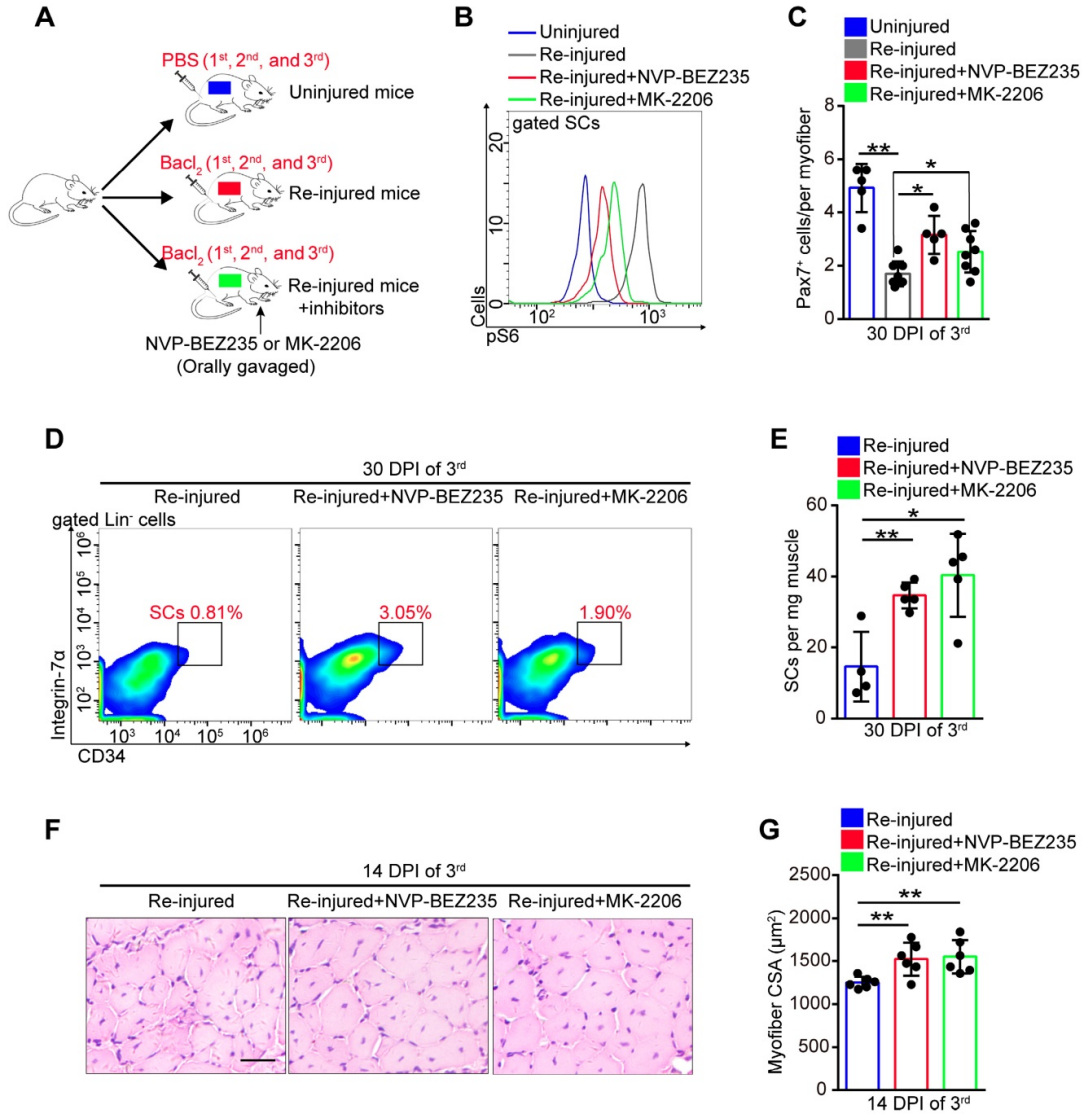
** Prevention of Akt-mTOR signaling activation preserves the SC pool under stress. (A)** A schematic illustration showing the design of repeated muscle injuries. Mice were defined as “uninjured mice” that were injected with PBS (three times, 14-days interval), and mice were defined as “repeated injured mice” (re-injured mice) that were injected with Bacl_2_ (three times, 14-days interval, 1^st^, 2^nd^ and 3^rd^). Mice were defined as “Re-injured+inhibitors mice” that injected with Bacl_2_ and synchronized inhibitor treatment (NVP-BEZ235 or MK-2206). (**B**) The mononuclear cells isolated from skeletal muscle in mice (48 hours after 3^rd^ Bacl_2_ injection) were stained with SCs markers and pS6 antibody. The intensity of pS6 in SCs was analyzed by flow cytometry. (**C**) Quantification of Pax7^+^ SCs number per myofiber of mice at 30 days post-injury (3^rd^ ) (n=5-8 mice, 20 myofibers per mouse). (**D**) The mononuclear cells isolated from skeletal muscles of mice at 30 DPI (3^rd^) were stained with SC markers. The population of SCs was analyzed by flow cytometry. (**E**) Quantification of the numbers of SCs per mg muscle of mice at 30 DPI of the 3^rd^ injury (n=4-5 mice). (**F**) HE staining of the cross-sections of TA in mice at 14 DPI of the 3^rd^ injury. Scale bar, 100 μm. (**G**) Average CSA of TA in mice at 14 DPI of the 3^rd^ injury (n=6 mice). *p<0.05, **p<0.01; n.s. no significance; One-way ANOVA.

## Abbreviations

SCs: muscle satellite cells
ERK: extracellular regulated protein kinase
MAPK: the mitogen-activated protein kinase
HE: Haematoxylin and eosin
DMD: Duchenne muscular dystrophy
AMPK: AMP-activated protein kinase
PPAR: Peroxisome proliferator-activator receptors
PGC-1α: Peroxisome proliferator-activator receptor-γ (PPARγ) coactivator-1α
TA: Tibialis anterior
EDL: Extensor digitorum longus
CSA: cross-sectional area
DPI: days post-injury
GSEA: Gene-set-enrichment analysis
TCA: Tricarboxylic acid
Igfbps: Insulin-like growth factor-binding proteins (Igfbps)
H3: Histone 3
H3K27me3: Triple methylated H3K27
H3K27ac: Acetylated H3K27
H3K56ac: Acetylated H3K56
Acly: ATP citrate lyase

# Supplementary material for: Exercise protects proliferative muscle satellite cells against exhaustion via the Igfbp7-Akt-mTOR axis
**Source:** Theranostics. 2020 May 16;10(14):6448–66. doi: 10.7150/thno.43577
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

## Supplementary Figures and Figure legends

**Figure S1**

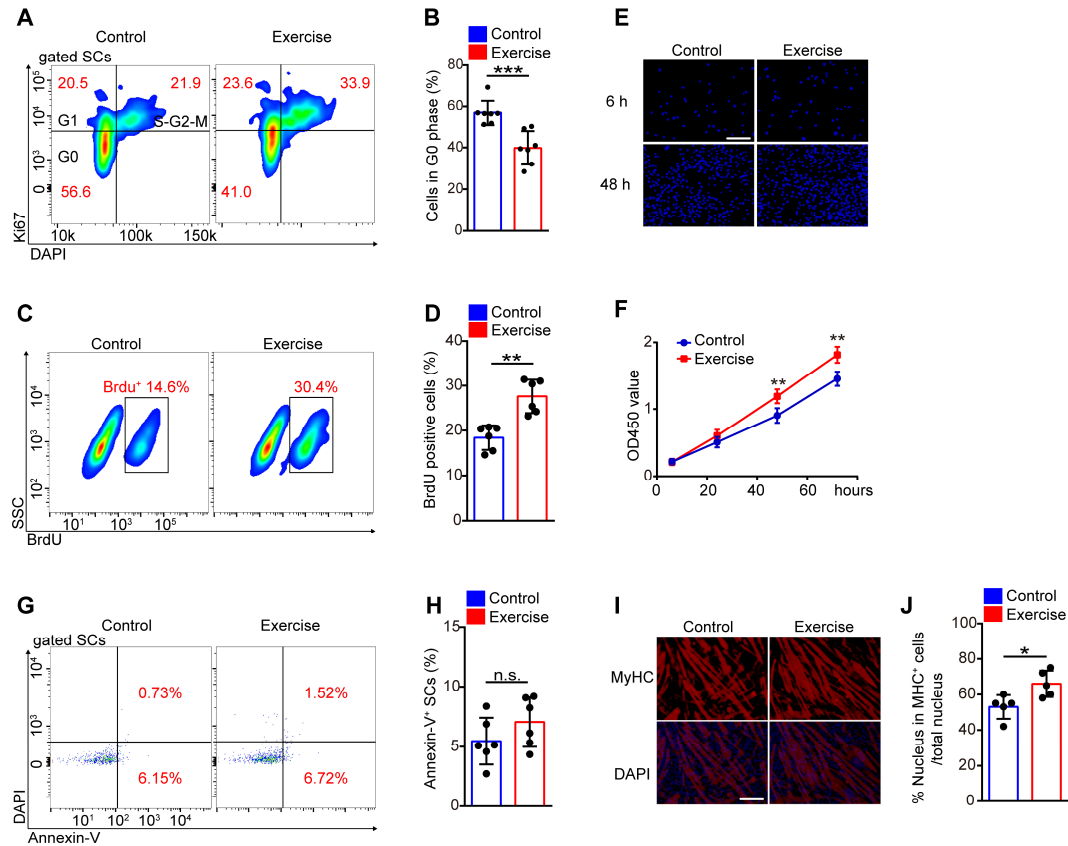

### Supplementary Figure 1. The effect of exercise on proliferation, apoptosis, and differentiation of SCs

(A) The mononuclear cells isolated from skeletal muscles were stained with cell surface markers, DAPI and Ki67. The quiescent percentage of SCs was analyzed by flow cytometry. (B) Quantification of the percentage of G0 phase in SCs (n=7 mice). (C) SCs were isolated from mice and cultured *in vitro*. SCs were labeled with BrdU. Flow cytometry analysis was conducted to detected BrdU<sup>+</sup> cells. (D) The frequency of BrdU<sup>+</sup> SCs (n=6). (E) Representative fluorescent images of immunostaining for SCs cultured *in vitro*. SCs were stained with DAPI. Scale bars, 100  $\mu$ m. (F) *In vitro* proliferation assay (CCK8) of cultured SCs (n=5). (G) The mononuclear cells isolated from skeletal muscles in mice were stained with SC markers, as well as Annexin-V and DAPI. The population of apoptotic SCs was analyzed by flow cytometry. (H) The percentage of apoptotic SCs (Annexin-V<sup>+</sup> SCs) (n=6 mice). (I) SCs were isolated from mice and cultured in differentiation medium for 72 hours. Immunofluorescence of MHC in SCs. Nucleus was stained with DAPI. Scale bar, 100  $\mu$ m. (J) Quantification the percentage of nucleus in MHC<sup>+</sup> cells/total cells (n=5). Error bars represent the means  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001; n.s. no significance; Student's *t*-test.

**Figure S2**

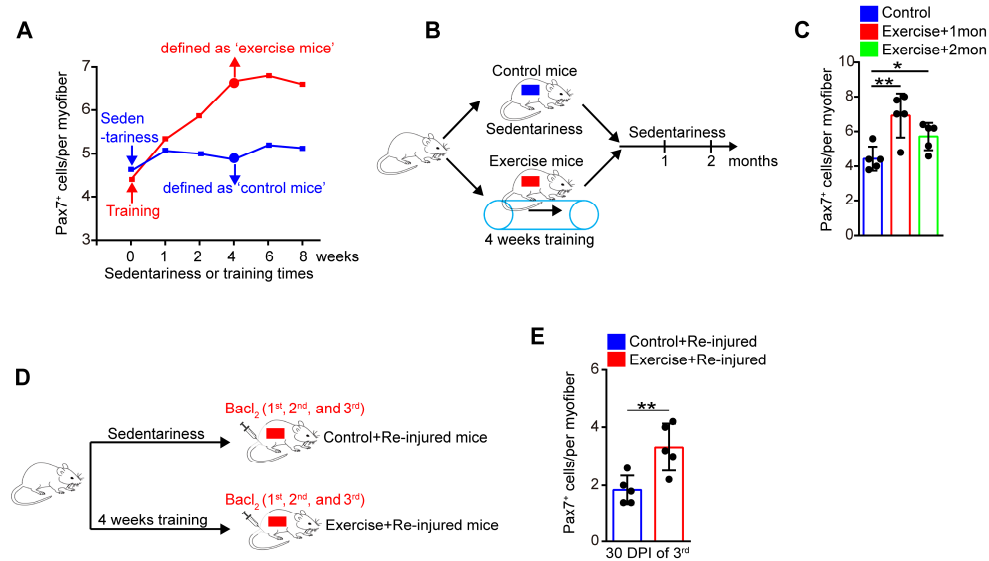

**Supplementary Figure 2. The effect of exercise on SC maintenance**

(A) The mice were subjected to sedentariness or training. Skeletal muscles were harvested depending on sedentariness or training time (0, 1, 2, 4, 6 and 8 weeks) and digested being single myofiber. Myofibers were fixed and stained by the Pax7 antibody, and the numbers of Pax7<sup>+</sup> SCs per myofiber were counted (n=3 mice, 20 myofibers per mouse). (B) A schematic illustration showing the design for the experiment. Sedentary mice defined as 'control mice'. Mice were trained for 4 weeks and then subjected to sedentariness for 1 month (defined as 'exercise+1mon') or 2 months (defined as 'exercise+2mon'). (C) Quantification of Pax7<sup>+</sup> SCs number per myofiber in mice (n=5 mice). (D) A schematic illustration showing the design for repeated muscle injuries (three times, interval for 14 days, repeated injured was defined as "Re-injured") (E) Quantification of Pax7<sup>+</sup> SCs number per myofiber of mice at 30 days post-injury (3<sup>rd</sup>) (n=5 mice, 20 myofibers per mouse). Error bars represent the means  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01; One-way ANOVA.

**Figure S3**

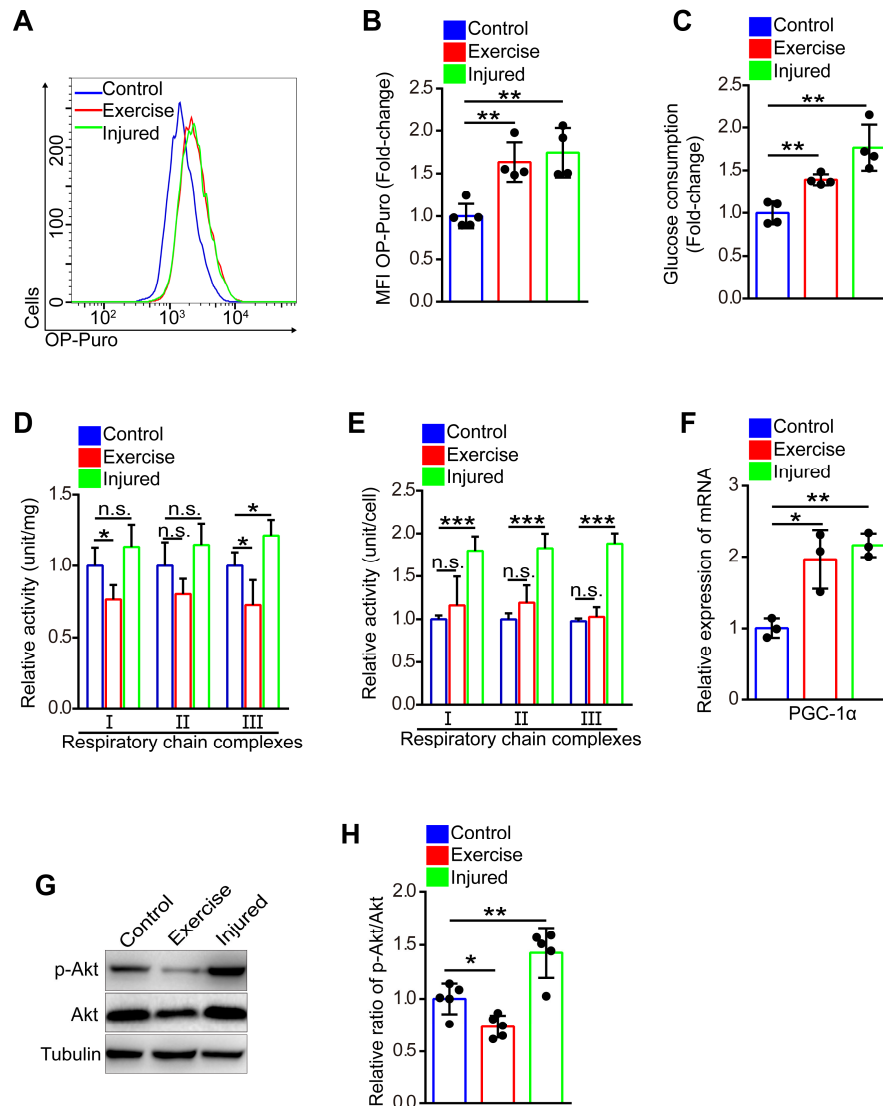

**Supplementary Figure 3. The effect of exercise on SC metabolism and phosphorylation of Akt**

(A) SCs were isolated from mice and cultured *in vitro*, the OP-Puro was added to the culture medium for 1 hour. Flow cytometry analysis was conducted to detect the intensity of OP-Puro. (B) The MFI analysis of OP-Puro in SCs (n=4). (C) SCs were isolated from mice and cultured for 24 hours *in vitro*, the change of glucose concentration in the culture medium was measured (n=4). (D, E) SCs were isolated from mice and cultured *in vitro*, the activity of respiratory chain complex was quantified as unit per mg protein (D), or unit per cell (E) (n=4). (F) SCs were sorted from mice. Total RNA of SCs was extracted and the expression of PGC-1 $\alpha$  was assayed by qPCR (n=3 mice). (G) SCs were isolated from mice and cultured *in vitro*. The protein levels of p-Akt, Akt and Tubulin (loading control) were analyzed by western blot (n=3). Error bars represent the means  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001; n.s. no significance; One-way ANOVA.

**A**

Sedentariness  
PBS  
Control mice

Injured mice  
 $BaCl_2$

Exercise mice  
PBS

4 weeks training  
 $BaCl_2$   
Injured exercise mice

**B**

Relative expression of mRNA

Control  
Injured  
Exercise  
Injured exercise

| Gene      | Control | Injured | Exercise | Injured exercise |
|-----------|---------|---------|----------|------------------|
| Pax7      | ~1.2    | ~1.8    | ~2.2     | ~2.4             |
| MyoD      | ~1.2    | ~2.4    | ~2.0     | ~4.1             |
| p21       | ~1.2    | ~0.4    | ~0.3     | ~0.4             |
| p27       | ~1.2    | ~0.2    | ~0.2     | ~0.1             |
| p57       | ~1.2    | ~1.0    | ~0.9     | ~1.0             |
| Cyclin B1 | ~1.2    | ~2.6    | ~2.6     | ~3.2             |
| Cyclin B2 | ~1.2    | ~2.3    | ~1.9     | ~2.0             |

(A) A schematic illustration showing the design for muscle injury. Mice were subjected to sedentariness or training for 4 weeks, then PBS or BaCl<sub>2</sub> were injected into mice. (B) SCs were sorted from mice at 48 hours post-injection. Total RNA of SCs was extracted and the expression of indicated genes was assayed by qPCR (n=4 mice). Error bars represent the means  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01; n.s. no significance; One-way ANOVA.

**Figure S5**

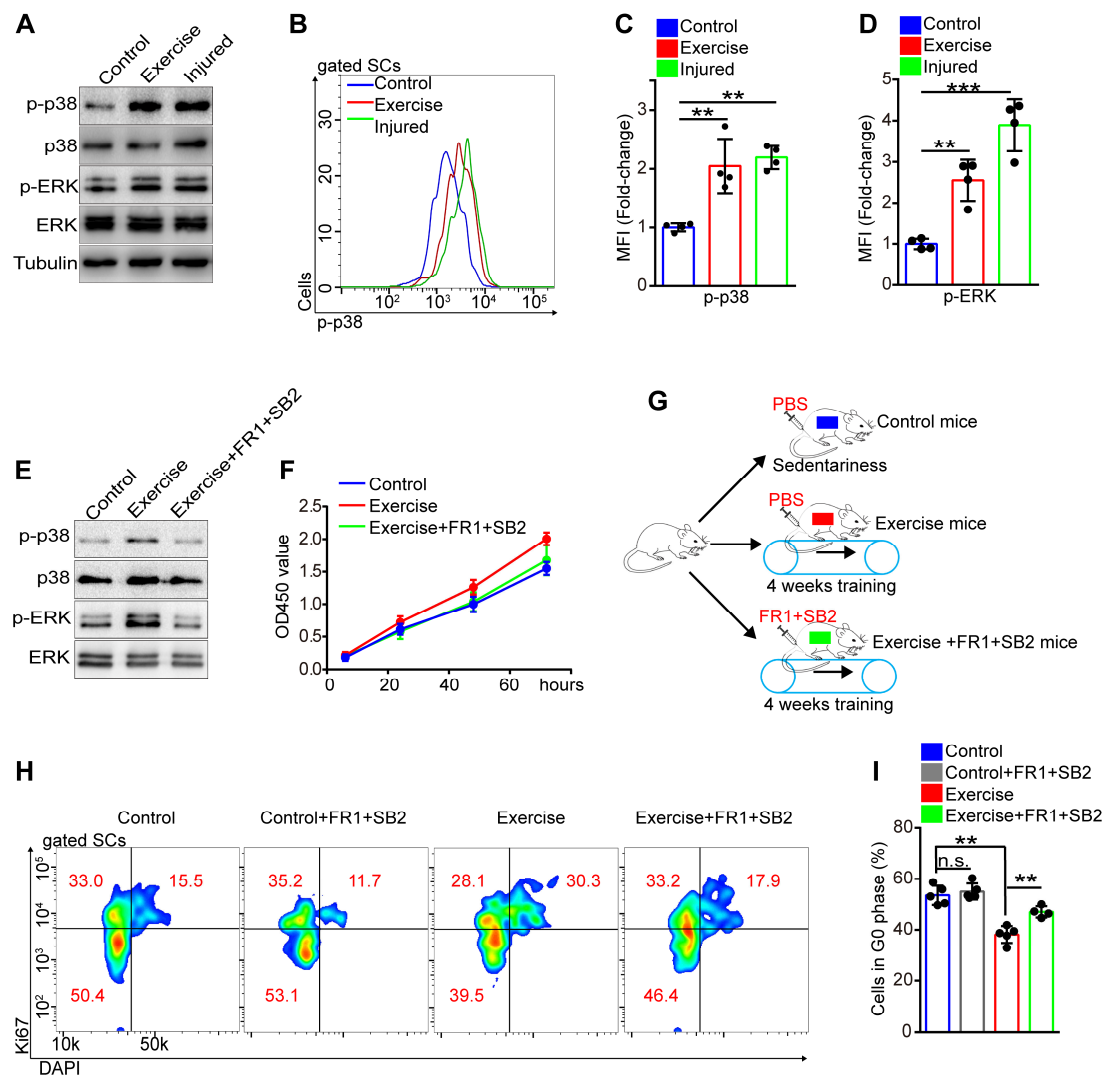

**Supplementary Figure 5. Exercise promotes SCs cell cycling by MAPK pathway**  
 (A) SCs were isolated from mice and cultured *in vitro*. The protein levels of p-p38, p38, p-ERK, ERK and Tubulin (loading control) were analyzed by western blot (n=3).  
 (B) The mononuclear cells isolated from skeletal muscles were stained with SC markers and p-p38 fluorescent antibody. The intensity of p-p38 was analyzed by flow cytometry. (C) The MFI analysis of p-p38 in SCs in mice (n=4 mice). (D) The MFI analysis of p-ERK in SCs in mice (n=4 mice). (E) SCs isolated from control and exercise mice were cultured *in vitro* with the treatment of inhibitors of p38 (SB203580, SB2) and ERK (FR180204, FR1) for 24 hours. The protein levels of p-p38, p38, p-ERK, and ERK were analyzed by western blot (n=3). (F) *In vitro* proliferation assay (CCK8) of cultured SCs (n=5). (G) A schematic illustration showing the design for the treatment of FR1 and SB2. Sedentary mice were defined as “control mice” that injected with PBS. For experimental preciseness, “exercise mice” received PBS injection, and mice were defined as “exercise+FR1+SB2 mice” that subjected to 4 weeks of training and synchronized FR1 and SB2 injection. (H) The mononuclear cells isolated from skeletal muscles were stained with SC markers,

---

DAPI and Ki67. **(I)** Quantification of the percentage of G0 phase in SCs (n=4-5 mice). Error bars represent the means  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001; n.s. no significance; One-way ANOVA.

**Figure S6**

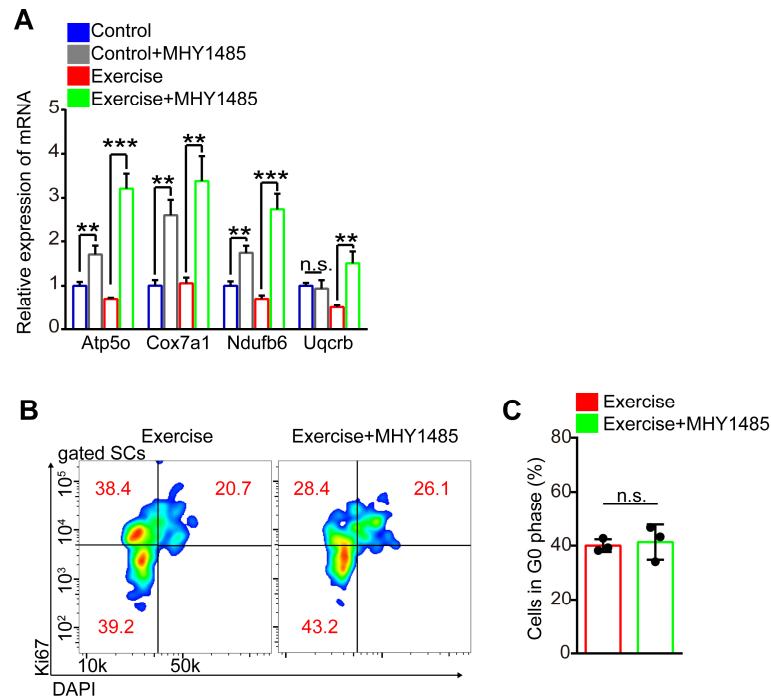

**Supplementary Figure 6. The effect of MHY1485 on gene expression and cell cycle of SCs**

(A) SCs were sorted from mice with or without MHY1485 treatment. Total RNA of SCs was extracted and the expression of indicated genes was assayed by qPCR (n=4 mice). (B) The mononuclear cells isolated from skeletal muscles were stained with SC markers, DAPI and Ki67. (C) Quantification of the percentage of G0 phase in SCs (n=3 mice). Error bars represent the means  $\pm$  SD. \*\* $p$ <0.01, \*\*\* $p$ <0.001; n.s. no significance; One-way ANOVA.

**Figure S7**

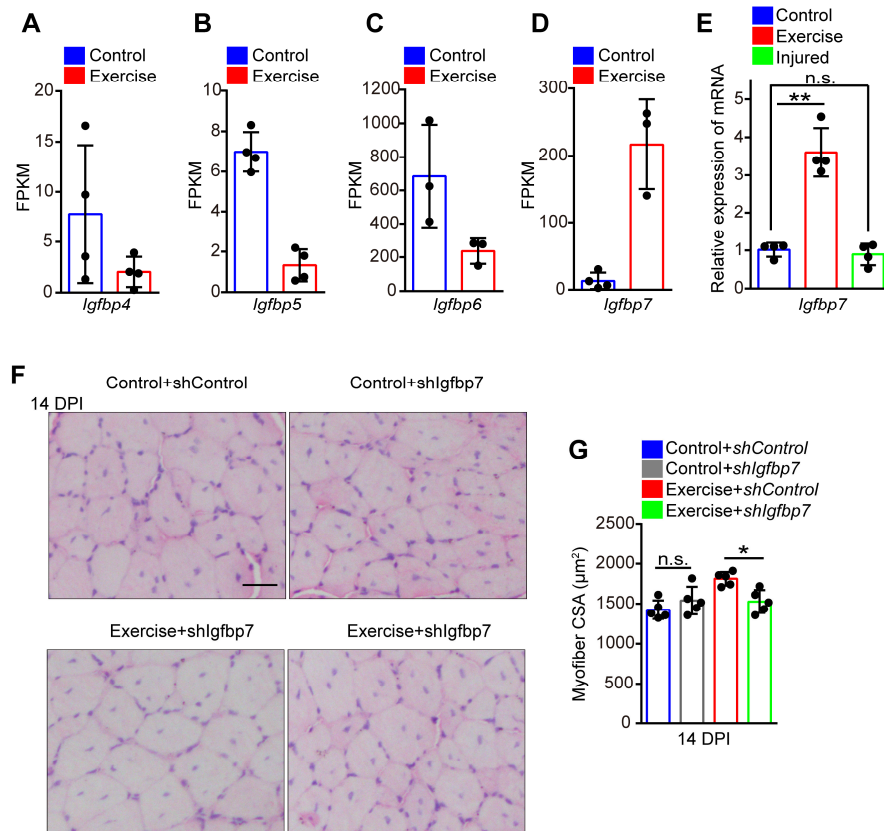

**Supplementary Figure 7. The effect of knock-down of Igfbp7 in SCs on muscle regeneration**

(A-D) The reads per kilobase per million (FPKM) value of *Igfbp4*, *Igfbp5*, *Igfbp6*, and *Igfbp7* of SCs (n=3-4 mice, data from RNA-Sequence). (E) SCs were sorted from mice. Total RNA of SCs was extracted and the expression of *Igfbp7* was assayed by qPCR (n=4 mice). (F) HE staining of the cross-sections of TA of control and exercise mice at 14 DPI. Scale bar, 100μm. (G) Average CSA of TA of control and exercise mice at 14 DPI (n=5 mice). Error bars represent the means  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01; n.s. no significance; One-way ANOVA.

**Figure S8**

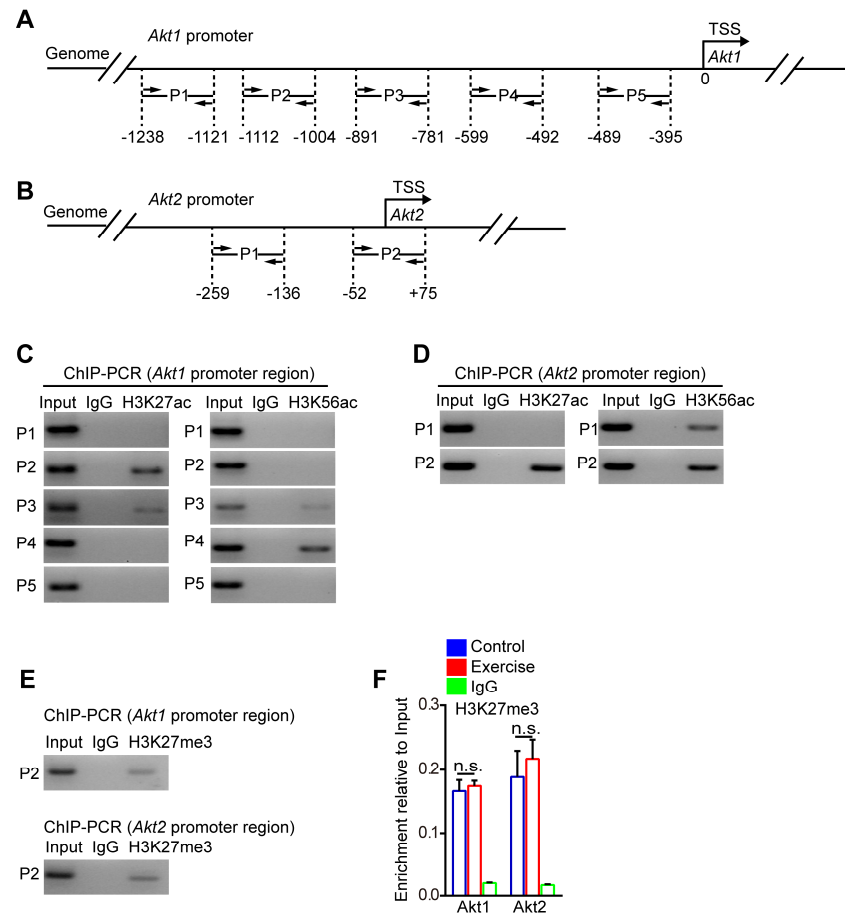

**Supplementary Figure 8. ChIP-PCR analysis of H3K27ac and H3K56ac at promoters regions of Akt**

(A, B) Schematic diagram of the upstream promoter regions of the *Akt1* and *Akt2* genes. Potential binding regions of H3K27ac and H3K56ac are shown: P1 (−1238 ~ −1121), P2 (−1112 ~ −1004), P3 (−891 ~ −781), P4 (−599 ~ −492), and P5 (−489 ~ −395) in *Akt1* promoter region (A); and P1 (−259 ~ −136) and P2 (−52 ~ +75) in *Akt2* promoter region (B). (C, D) Endogenous binding of H3K27ac and H3K56ac to the promoter regions of *Akt1* (C) and *Akt2* (D). IgG was used as a negative control. (E) Endogenous binding of H3K27me3 to the promoter regions of *Akt1* and *Akt2*. (F) SCs were isolated and cultured *in vitro*. Quantitative ChIP-PCR was utilized to detect the binding of H3K27me3 at promoter regions of *Akt1/2* in SCs. IgG served as a negative control. Enrichment relative to the input was shown (n = 4). Error bars represent the means ± SD. n.s. no significance; One-way ANOVA.

**Figure S9**

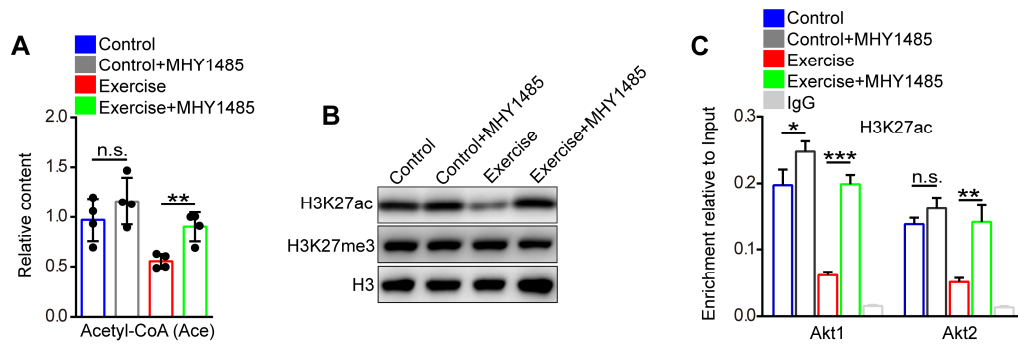

**Supplementary Figure 9. The effect of MHY1485 treatment on acetylation of H3K27**

(A) SCs were isolated from mice with or without MHY1485 treatment and cultured *in vitro*. The intracellular acetyl-CoA (Ace) levels of SCs were analyzed (n=4). (B) SCs were isolated from mice and cultured *in vitro*. The protein levels of H3K27ac, H3K27me3 and H3 (loading control) were analyzed by western blot (n=3). (C) SCs were isolated and cultured *in vitro*. Quantitative ChIP-PCR was utilized to detect the binding of H3K27ac at promoter regions of Akt1/2 in SCs. IgG served as a negative control. Enrichment relative to the input was shown (n = 4). Error bars represent the means  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001; n.s. no significance; One-way ANOVA.

**Figure S10**

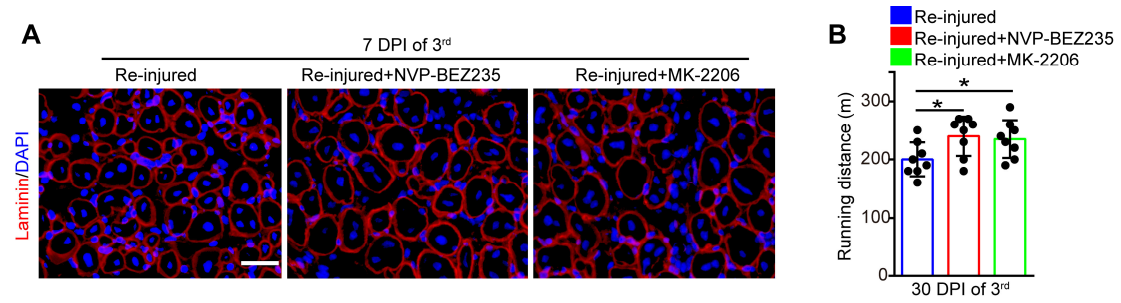

**Supplementary Figure 10. The effect of NVP-BEZ235 and MK-2206 on muscle regeneration**

(A) Immunofluorescence of Laminin and DAPI on cross-sections of TA of mice at 7 DPI of 3<sup>rd</sup> injury. Scale bars, 100  $\mu$ m. (B) Mice were acclimated to running on the treadmill until exhaustion. The maximum running distances of mice at 30 DPI of 3<sup>rd</sup> injury were measured (n=8 mice). Error bars represent the means  $\pm$  SD. \* $p$ <0.05; One-way ANOVA.

**Figure S11**

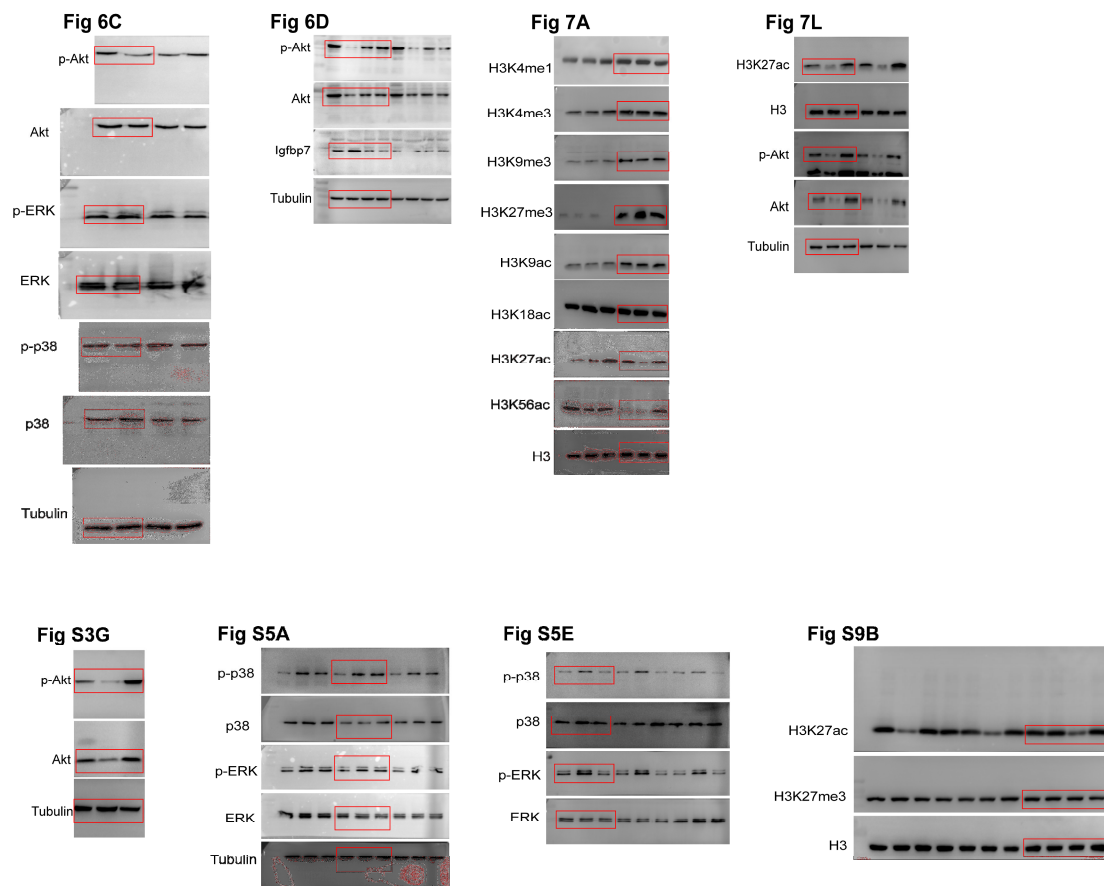

**Supplementary Figure 11. Uncropped figures of western blot**

## Supplementary Table

**Table S1: The sequences of primers**

| Primers for RT-PCR |                         |
|--------------------|-------------------------|
| Pax7-F             | GCTACCAGTACAGCCAGTATG   |
| Pax7-R             | GTAGGCTTGTCCCGTTTCC     |
| MyoD-F             | CGCTCCAACTGCTCTGATG     |
| MyoD-R             | ACACAGCCGCACTCTTC       |
| P16-F              | CTCTGGCTTTCGTGAACATG    |
| P16-R              | TCGAATCTGCACCGTAGTTG    |
| P21-F              | CTTGCACTCTGGTGTCTGAG    |
| P21-R              | GCACTTCAGGGTTTCTCTTG    |
| P27-F              | TGGACCAAATGCCTGACTC     |
| P27-R              | GGGAACCGTCTGAAACATTTTC  |
| P57-F              | CAGGACGAGAATCAAGAGCAG   |
| P57-R              | CGACGCCTTGTTCTCCTG      |
| Cyclin B1-F        | CTGACCCAAACCTCTGTAGTG   |
| Cyclin B1-R        | CCTGTATTAGCCAGTCAATGAGG |
| Cyclin B2-F        | CCTCAGAACACCAAAGTACCAG  |
| Cyclin B2-R        | CCTTCATGGAGACATCCTCAG   |
| Acly-F             | AAGCCTACATTGCAGACCTG    |
| Acly-R             | TTGACACCTCCAAGATCACAG   |
| Hagh-F             | TGGGCTGAAGGTTTATGGAG    |
| Hagh-R             | CAGATGTGTCCCGAAGTATGG   |
| Grhpr-F            | AGGTGGAACAGTGAATTTCG    |
| Grhpr-R            | GATGACTCTGAGGTTGGCTC    |
| Ldha-F             | ATGAAGGACTTGCGGGATG     |
| Ldha-R             | TGGAGTTCGCAGTTACACAG    |
| Ldhd-F             | ACGCTTTTCCTGGAGTTCC     |
| Ldhd-R             | CGCTGCCCAAAGTTCATTG     |
| Acpy2-F            | GGAGAAGCTAAGAAACGAGGTC  |
| Acpy2-R            | GTCGATGCGAGAAGTAGGAC    |
| Acaca-F            | AAGGCTATGTGAAGGATGTGG   |
| Acaca-R            | CTGTCTGAAGAGGTTAGGGAAG  |
| Idh3a-F            | ACAAGACCCATCCCAGTTTG    |
| Idh3a-R            | GATTCAAAGATGGCAACACCG   |
| Idh3b-F            | GGAATATAGCCAACCCACAG    |
| Idh3b-R            | TGTAGCCTCCCATGTCTCG     |
| Idh3g-F            | AGTGGGCGTAAGAAAGTGAC    |

|                                             |                          |
|---------------------------------------------|--------------------------|
| Idh3g-R                                     | CAAAGGTGATCTGAGGGTAGTG   |
| Sdha-F                                      | GATTACTCCAAGCCCATCCAG    |
| Sdha-R                                      | ACAGTCAGCCTCATTCAAGG     |
| Sdhc-F                                      | GTCTCTTCCTATGGCACTGTC    |
| Sdhc-R                                      | CAAACACAGGGACTTCACAAAC   |
| Sucla2-F                                    | TCCAGCAAGTAACAGAAGCG     |
| Sucla2-R                                    | ACTGCCATGACTATTCCTTGTG   |
| Fh1-F                                       | ATATTCGCTTCCTGGGTTCTG    |
| Fh1-R                                       | GTCATCGCTTCACACTGAGTAG   |
| Pten-F                                      | TGTAAAGCTGGAAAGGGACG     |
| Pten-R                                      | CCTCTGACTGGGAATTGTGAC    |
| Akt1-F                                      | GCCCTCAAGTACTCATTCCAG    |
| Akt1-R                                      | ACACAATCTCCGCACCATAG     |
| Akt2-F                                      | TTACAGCCCTCAAGTATGCC     |
| Akt2-R                                      | GACACAATCTCTGCTCCATAAAAG |
| Rptor-F                                     | CACTCCTTGTCTTCATCTGGG    |
| Rptor-R                                     | TGTCATGGTCCTATGTTTCAGC   |
| Rictor-F                                    | ATGGAAATAAGGCGAGGTCTG    |
| Rictor-R                                    | AAAGCCTCCAAGTGTCTG       |
| Atp5o-F                                     | TCATCTCTGCCTTTTCCACC     |
| Atp5o-R                                     | TGGTTTGGACTCAGGAAGC      |
| Cox7a1-F                                    | TGAGGACGCAAATGAGGG       |
| Cox7a1-R                                    | CTTTCAAGTGTAAGTGGGAGGTC  |
| Ndufb6-F                                    | CTTCGCTGTTTCTCATGTGC     |
| Ndufb6-R                                    | CCAGTCTCCAGAATTGTATCACC  |
| Uqcrb-F                                     | GACTTACCCAGAAGGCAGC      |
| Uqcrb-R                                     | CATCTCGCATTAACCCCAGT     |
| PGC-1 $\alpha$ -F                           | CACCAAACCCACAGAAAACAG    |
| PGC-1 $\alpha$ -R                           | GGGTCAGAGGAAGAGATAAAGTTG |
| $\beta$ -Actin-F                            | ACCTTCTACAATGAGCTGCG     |
| $\beta$ -Actin-R                            | CTGGATGGCTACGTACATGG     |
| Primers for mitochondria DNA quantification |                          |
| mt DNA<br>qPCR<br>primer-F                  | CATTATTATCGCGGCCCTA      |
| mt DNA<br>qPCR<br>primer-R                  | TGTTGGGTTGTTTGATCCTG     |
| $\beta$ -globin<br>gDNA<br>qPCR -F          | GAAGCGATTCTAGGGAGCAG     |
| $\beta$ -globin<br>gDNA                     | GGAGCAGCGATTCTGAGTAGA    |

|                           |                                                             |
|---------------------------|-------------------------------------------------------------|
| qPCR -R                   |                                                             |
| Primers for ChIP-PCR      |                                                             |
| Akt1-P1<br>region-F       | GAGCATCCGAGTGAGAAG                                          |
| Akt1-P1<br>region-R       | CTCCTCCTCTCCTACTTCC                                         |
| Akt1-P2<br>region-F       | AGTAGGAGAGGAGGAGTTG                                         |
| Akt1-P2<br>region-R       | CAGCAGCAGTTCTGTTCT                                          |
| Akt1-P3<br>region-F       | CTGAGAGGAGAGTGAGTTC                                         |
| Akt1-P3<br>region-R       | TTAGTAGTCCACGCTATCG                                         |
| Akt1-P4<br>region-F       | AGGACTGAGGATGGATAAGA                                        |
| Akt1-P4<br>region-R       | AAGACCTTGCTGTGGACT                                          |
| Akt1-P5<br>region-F       | AGTCCACAGCAAGGTCTT                                          |
| Akt1-P5<br>region-R       | CCACAGCAACTGATAAGGA                                         |
| Akt2-P1<br>region-F       | GGAAGTAGGAAGGCAGGA                                          |
| Akt2-P1<br>region-R       | CAGTAGGACACCAACAAGTA                                        |
| Akt2-P2<br>region-F       | TGACGGGTGCCTAAAGTA                                          |
| Akt2-P2<br>region-R       | CAGCCACAAACAGGAACT                                          |
| GAPDH<br>ChIP-F           | CAAGGAGCCAAGACTAGATT                                        |
| GAPDH<br>ChIP-R           | TCAAGAGCCTATTGCTAAGT                                        |
| Primers used for subclone |                                                             |
| mIgfbp7<br>shRNA-1-F      | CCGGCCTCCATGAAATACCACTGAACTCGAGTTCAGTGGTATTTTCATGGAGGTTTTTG |
| mIgfbp7<br>shRNA-1-R      | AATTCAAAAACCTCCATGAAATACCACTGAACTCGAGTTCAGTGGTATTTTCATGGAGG |
| mIgfbp7<br>shRNA-2-F      | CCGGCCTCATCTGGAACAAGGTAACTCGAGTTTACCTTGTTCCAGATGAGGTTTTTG   |
| mIgfbp7<br>shRNA-2-R      | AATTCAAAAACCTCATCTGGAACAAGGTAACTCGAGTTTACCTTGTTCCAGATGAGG   |

How the deposited data were processed for this re-analysis (not part of the article)

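SCs sorted from 4 control and 4 exercise samples were sequenced, and the conditions were taken from the sample labels and the paper. The authors deposited one table of FPKM values per gene and library. According to the methods, the authors aligned reads with bowtie, computed FPKM with Cufflinks, counted reads with HTSeq and tested genes with DESeq2. The deposited values hold a median-of-ratios size factor for each library in place of its read total, which the methods do not mention and which was checked on the reads recovered from the values. The genome build is not stated in the paper's text. Of the gene identifiers, 99.7% are in the GENCODE annotation of GRCm38 used here, and 95.2% of these have the same coordinates, so positions are given on GRCm38. Rows that share a symbol were summed, which left 101 rows fewer.

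Genes with a mean of at least 1 FPKM over the 8 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with Benjamini-Hochberg adjustment over 4328 genes. Single values and lists were compared by exact two-sided permutation tests over the 70 assignments of 8 libraries to groups of 4, which give no p below 0.0286. Gene set scores used the running sum with a weight of 1 over genes ranked by the signal-to-noise ratio of FPKM, with an SD of at least 0.2 times the mean. They were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and their enrichment scores were checked against gseapy 1.3.1. The members of 8 gene sets and of 14 lists of cell type, stress and cycle markers were written by hand before the data were examined, and the TCA cycle set was taken from Fig. 3L. Also set before the data were examined were the tests for these, for the genes and for the counts of genes, the rule for named genes and the first group of alternatives below. The tests of mixed libraries, of loss and of depth were chosen later. The 8 sets listed by hand need not equal those of the study. The rule for named genes took those the paper names for these data, the genes of its qPCR table and sort markers, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 whose groups do not overlap. Not all of these genes are described in the text.

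The limma fit was tested on simulated data with 200 genes changed by 3 on the log2 scale. Smaller changes were not simulated. With 8 libraries and a log2 spread of 0.5 between replicates it recovered 199 of them, and with the spread of these libraries (1.2254) it recovered 95 and called 11 unchanged genes. With 3 libraries against 2 and that spread it recovered 33. With no changed gene it called 0. These simulations draw each library independently of the others. The spread of these libraries was taken over all 8, the mixed and nearly alike ones included.

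The alternatives were another pseudocount (0.1), no filter, a filter of at least 1 FPKM in 4 libraries, quantile normalization, scaling to a constant sum, median-of-ratios scaling, no trend, array quality weights, the replicate number as a block, the highest of the rows that share a symbol, and leaving out each library in turn. For gene sets they were also the signal-to-noise ratio on the log scale, permutation of genes, camera and fry. Fits with exercise 1 and 2 averaged, with control 4 and exercise 3 also left out, with voom on the recovered reads, with other scalings and at equal depth (1011737 reads) were added after seeing the data. Depth ranged from 1011737 to 3013354 reads per library, and a count of 0 was taken to allow up to 3 reads, by counting error only. The qPCR, flow cytometry and protein experiments were not analysed here.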

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

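The tests in this part were chosen after the values were seen. In 74 groups of 4 libraries, 8 had a library far from the other 3, where about 3.7 are expected by chance.

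The FPKM values of exercise 4 summed to 2488140, against 331669 to 637095 in the other exercise libraries. With each library scaled to its read total, the gap of the most extreme exercise library fell to 0.331 of the range. This is consistent with the size factor the authors divided by, 0.167 for exercise 4, as the source of the high sum. Mitochondrial transcripts took 68.7% of its reads, and this was not tested apart from the size factor. The mean of the Pi3k-Akt signaling list was also lowest in exercise 4, at 1.77 against 2.36 to 2.45 in the other exercise libraries. No biological explanation of this library was tested.

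The cardiac muscle contraction list had a mean of 6.18 in control 4, against 5.79 to 5.81 in the other controls. The endothelial list had a mean of 0.329 in control 1, against 0.777 to 0.785 in the other controls. Control 4 may hold RNA of both control 1 and control 3, whose genes sum to 0.996 of their share there, so a list can lie above both. If so, the values of control 3 and 4 are not those of separate samples. No biological difference between control samples was tested. The remaining distant values rest on few reads against none in the other 3 libraries of the group. These are Akt2 in exercise 1, with a log2(FPKM + 1) of 0.224, the lymphocyte list in control 4, with 0.0158, the neutrophil list in control 4, with 0.0146, and the erythroid list in exercise 1, with 0.169.

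The 5 largest rises were in genes that the paper does not discuss. Mean FPKM in exercise was 2578 for Dirc2, 1292 for Gm23582, 1008 for Cep152, 1383 for Scpep1 and 629 for Slc37a3, and no control library had more than 2.20 FPKM of any of them. Of the 5 genes, 1 (Gm23582, within Vps54) overlaps a gene with reads, which argues against reads shared with an overlapping gene for the other 4. Amplification of a few transcripts from one source stays open. The values of exercise 1 and exercise 4 differed by 13.4-fold or more in each gene, but the lower of them was still 42.3 FPKM or more. The test was run on genes picked for their rise, so it decides nothing, and an effect of exercise was not tested apart from it.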

How the results depend on the processing

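Across 19 results, 402 values were recomputed under other settings. Of these, 304 kept their direction and side of the threshold or stayed within 1.5 times the count, 45 were no longer past it, 15 came past it, 19 counts moved and 19 changed direction. Where no cause is named, the cause was not tested. The averaging of exercise 1 and 2, voom, and scaling to read totals or to reads outside the mitochondrial genome were chosen after seeing the data.

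The 1541 genes with an adjusted p under 0.05 became 840 with no filter, 941 with quantile normalization and 2978 with array quality weights, and from 527 to 1899 across the 8 fits that each left out one library (1899 without control 1, 527 without exercise 3, 569 without control 4, 578 without exercise 1, 599 without exercise 2, 804 without control 3, 1003 without control 2). They became 596 with exercise 1 and 2 averaged, and 0 with control 4 and exercise 3 also left out, where 469 genes had an unadjusted p under 0.05. Fewer samples entered these last fits. In simulations at that size, the test recovered 33 of 200 genes changed by 3 on the log2 scale. Their spread was taken from all 8 libraries, the mixed and nearly alike ones included. It need not be the spread of the samples in these last fits. Smaller changes were not simulated. The 1165 genes changed over 2-fold became 2694 with array quality weights, 716 with exercise 1 and 2 averaged, 138 with control 4 and exercise 3 also left out, and from 680 (without exercise 3) to 1673 across the fits without one library, with 699 without control 4, 716 without exercise 1 and 718 without exercise 2. The share of adjusted calls that were lower, 75.3%, was 39.9% with quantile normalization, 85.4% with scaling to a constant sum and 59.7% without exercise 4. The median log2 fold change of the genes tested, -1.42, was -0.32 with no filter (9029 genes), -0.80 with at least 1 FPKM in 4 libraries, -2.59 with a pseudocount of 0.1, -0.44 with quantile normalization, -1.72 with scaling to a constant sum, -1.17 with array quality weights, -1.68 and -2.21 with voom by the authors' sizes and by read totals, and -1.57 with scaling to read totals. Keeping the highest of the rows with one symbol changed neither count, but it bears on few of the genes tested.

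Igfbp4 changed direction with quantile normalization (0.15) and passed 0.05 with array quality weights (-2.62). Igfbp5 did not pass with no filter (-1.83, with more genes tested), quantile normalization (-0.032), exercise 1 and 2 averaged (-1.97), control 4 and exercise 3 also left out (-1.89) and voom with the authors' sizes (-2.35), and ranged from -2.01 to -1.67 without one library, where it passed only without control 1 and without exercise 4. Igfbp6 kept its direction and stayed above 0.05 in all 25 settings, from -2.43 without control 1 to -0.16 without exercise 4. Igfbp7 did not pass with no filter (3.51), scaling to a constant sum (2.92), exercise 1 and 2 averaged (3.15), control 4 and exercise 3 also left out (2.99), voom with read totals (3.19) and scaling to read totals (3.12), and ranged from 3.03 to 4.29 without one library, where it too passed only without control 1 and without exercise 4. Akt1 did not pass with no filter (-3.29), quantile normalization (-2.69), exercise 1 and 2 averaged (-3.29), control 4 and exercise 3 also left out (-2.93) and voom with the authors' sizes (-5.26), and ranged from -4.39 to -2.69 without one library, where it passed only without control 1. By limma, Akt2 did not pass with no filter (-0.99) or with scaling to a constant sum (-1.63), and its smallest adjusted p in any setting was 0.0757. Its exact permutation p did pass with scaling to a constant sum (0.0286). That p did not pass with quantile normalization (-0.32), exercise 1 and 2 averaged (-1.01) and control 4 and exercise 3 also left out (-1.03). Without one library the change of Akt2 ranged from -1.23 to -0.53. Its exact permutation p passed without each control library and did not without each exercise library. Where Akt2 was under the filter of a limma setting it has no value there. Over all alternatives the adjusted p ranged up to 0.891 for Igfbp4, 0.974 for Igfbp5, 0.471 for Igfbp7 and Akt1 and 0.542 for Akt2.

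The number of lower TCA cycle genes of Fig. 3L stayed between 13 and 21. Gene permutation gave oxidative phosphorylation a score of -2.12, past 0.05, and camera with a preset correlation an adjusted p of 0.0313 (0.141 with an estimated one). Under fry the adjusted p was 0.00724 for the TCA cycle, ATP synthesis and S phase, 1.70e-05 for oxidative phosphorylation, 0.00221 for cardiac muscle contraction, 0.000423 for mTOR signaling and 0.0199 for Pi3k-Akt signaling, and 0.00221 for ribosome biogenesis, as a fall. The ribosome biogenesis score also changed direction with no filter (-0.93), scaling to a constant sum (-0.61), exercise 1 and 2 averaged (-0.68), control 4 and exercise 3 also left out (-0.95) and camera (adjusted p of 0.647), and from -0.91 to 0.74 without one library. ECM receptor interaction changed direction with control 4 and exercise 3 left out and exercise 1 and 2 averaged (-0.47), and ranged from -0.65, without control 1, to 1.25 without one library. Pi3k-Akt signaling changed direction with quantile normalization (1.04) and camera (adjusted p of 0.417), and ranged from -1.12 to 1.28, without exercise 4. S phase ranged from -1.25 to 0.77, without exercise 4. The number of cell type lists with an exact permutation p under 0.05 was 2, from 2 to 3 without one library, and 5 with a pseudocount of 0.1.

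Libraries of the same number did not deviate together (correlations from -0.017 to 0.039 over 4 pairs), so the numbers pair no samples. With the replicate number as a block, 1059 genes had an adjusted p under 0.05 and 937 changed over 2-fold, and Igfbp5 (-1.83) did not pass. With this replicate block, fry gave an adjusted p of 0.0492 for the TCA cycle and ATP synthesis, 0.00282 for oxidative phosphorylation, 0.0332 for cardiac muscle contraction, 0.0355 for ribosome biogenesis, as a fall, and 0.000897 for mTOR signaling. S phase (0.0573) and Pi3k-Akt signaling (0.0821), under 0.05 by fry without the block, were not with it.

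In exercise 4 a gene of 1000 bases with 1 read is listed at 3.47 FPKM, against 0.598 and 0.627 in exercise 1 and 2, which hold fewer reads, and 0.251 in control 4. The high value follows from the size factor of exercise 4, 0.167, rather than from its depth.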

Differences from the paper's values

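The paper reports 573 genes higher and 1326 lower in exercise, 1899 in all, by a change of over 2-fold and p under 0.01. The values here were 307, 858 and 1165. Of the 18 alternatives set before the data were examined, 3 came within 1.5 times the paper's 573 (542 with quantile normalization, 746 with array quality weights and 534 without exercise 4) and 15 did not. For the paper's 1326, 4 did (1035 with a pseudocount of 0.1, 1266 with scaling to a constant sum, 1948 with array quality weights and 1375 without control 1) and 14 did not. For the paper's 1899, the same 4 did, with 1345, 1462, 2694 and 1673, and 14 did not. Of the fits chosen after seeing the values, voom with the authors' library sizes gave 416 higher, voom with read totals gave 1082 lower and 1416 in all, and scaling to read totals and to reads outside the mitochondrial genome gave 1024 and 897 lower, all within 1.5 times the paper's. Only array quality weights came within 1.5 times all 3 of the paper's counts, with weights from 0.0606 for control 1 to 14.4 for exercise 1. Exercise 2 had a weight of 14.0 and exercise 4 had 0.124. That fit rests most on exercise 1 and 2 and treats them as separate samples, which they may not be.

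The normalized enrichment scores are compared with those in Fig. 3, read by eye, by the jackknife standard error over the fits that each left out 1 library. The members of the sets here, other than the TCA cycle genes of Fig. 3L, were listed by hand and need not be the paper's. For cardiac muscle contraction the score was -1.41 against the paper's about -0.48 in Fig. 3D, and none of the 15 alternatives set before the data were examined closed the gap. The caption of Fig. 3 speaks of an enrichment score, and before normalization the score here was -0.44. Whether Fig. 3D shows a score before normalization was not tested. For S phase it was -1.08 against the paper's about 1.7 in Fig. 3E. It was 0.77 without exercise 4, within that error of the paper's, and the other 14 alternatives were not. For ATP synthesis it was -1.36 against the paper's about -1.9 in Fig. 3H. Of the 15 alternatives, 4 closed the gap (-1.77 with scaling to a constant sum, and -1.47, -1.71 and -1.66 without control 3, control 4 and exercise 4). For mTOR signaling it was -1.16 against the paper's about -1.4 in Fig. 3J, and 8 of the 15 alternatives closed the gap (-1.33 with no filter, -1.25 with at least 1 FPKM in 4 libraries, -1.19 with scaling to a constant sum and with gene permutation, -1.46 with the ratio on the log scale, -1.26 without control 3, and -1.18 without exercise 2 and without exercise 3), as did exercise 1 and 2 averaged, chosen after seeing the values, with -1.18.

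The text of the paper counts cardiac muscle contraction among the sets enriched in upregulated genes, while Fig. 3D and the score here are negative. The text gives S phase the same direction, and the score here was negative, except without exercise 4. The paper describes Igfbp4 and Igfbp6 as lower in exercise. Both had a negative log2 fold change here, -1.29 and -1.11, with limma adjusted p of 0.202 and 0.521. Igfbp4 had an adjusted p under 0.05 only with array quality weights (0.00918, against 0.0968 to 0.891 in the other settings), and Igfbp6 in none of the settings run. By qPCR, the paper reports p21 (Cdkn1a) as lower in exercise. That qPCR was on cells of mice injected with PBS. Here the log2 fold change of Cdkn1a was 3.10 (limma adjusted p = 0.0328, exact permutation p = 0.0571). It had 38, 4, 2 and 19 reads in control 1 to 4 and 139, 161, 66 and 3 in exercise 1 to 4. Exercise 4, with 4.68 FPKM, lay below control 1, with 7.45 FPKM. As for Igfbp7, the values of exercise 1, 2 and 3 need not be those of separate samples. PGC-1α (Ppargc1a), higher in the paper's qPCR, had 5, 1, 4 and 2 reads in control 1 to 4 and none in exercise, too few to tell. Myod1 had 6 and 7 reads in control 3 and 4 and none elsewhere. Cdkn1b, Ccnb1 and Ccnb2 had no read in any library.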

Other observations

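The tests in this part were chosen after the values they measure had been seen, except the rebuilt libraries, the splits for the TCA cycle genes and the exact permutation tests of the 14 lists between exercise and control. What those lists were taken to say about Igfbp7 and about the sorted cells was chosen after.

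Of the 35 splits of the 8 libraries into 2 groups of 4, 1 (the real one) gave as many genes with an adjusted p under 0.05, 1 gave as many genes changed over 2-fold (the next gave 264) and 1 gave as many TCA cycle genes of Fig. 3L with an adjusted p under 0.05. These splits treat the libraries as separate samples. Exercise 1 and 2 may be one amplified sample read as 2 libraries, since at most 0.195% of low-count genes of either were missing from the other, against at least 13.6% in 1 direction in each other pair within a group, although their chi-square of 4.31 per degree of freedom is above sampling noise. Control 4 may be a mix of control 1 and control 3, and exercise 3 a mix of exercise 1 and exercise 4, since the fractions kept sum to 0.996 and 0.976. A mix of RNA, of cells or of reads would look alike here, and the paper's text does not name one.

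Sets of 8 libraries were therefore rebuilt with the same proportions from the 5 unmixed libraries, for each of the 10 ways to split them into 3 and 2. The real split gave a median of 1316.5 genes with an adjusted p under 0.05. Of the other 9 splits, 8 gave medians of 0 to 178, but control 2 and 3 against the rest gave 1346. So 2 of the 10 splits gave as many genes. Control 2 and 3 may themselves share RNA, since control 3 kept 0.674 of the share of genes found in control 2 but not in control 1. With 10 splits no share under 0.1 is possible, and whether the 1541 calls exceed what libraries that are not independent give cannot be told apart from these data.

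More genes were lower than higher in exercise. Fewer reads on genes in the exercise libraries do not account for it, since 1073 genes were lower and 359 higher with every library drawn to one depth. Mitochondrial transcripts took 68.7% of the reads of exercise 4 and 50.2% of those of exercise 3, and at most 15.3% in control. The draw did not match the reads outside them, so fewer such reads in those libraries stay open. The authors' scaling stays open as a source of the balance of calls. Of the genes with an adjusted p under 0.05, 39.9% were lower with quantile normalization (566 higher and 375 lower), and 59.7% without exercise 4, against 75.3% with all libraries and 75.5% to 85.4% with the 4 other scalings. Quantile normalization gives every library the same distribution, so it also removes a real difference in distribution, and the 2 cannot be told apart. Scaling does not account for the genes without reads, since 674 genes had reads in every control and in no exercise library at equal depth, against 101 the other way, and no scaling by a factor moves a gene from 0. Loss of transcripts from the exercise libraries during amplification stays open. Of genes with at least 100 reads in a control library, a median of 36.1% had no read in an exercise library, against 15.5% in the reverse direction and 9.76% between libraries of one group (other than exercise 1 and 2). Among the 5 unmixed libraries these were 40.9%, 15.7% and 19.9%. A loss shared by exercise libraries cannot be told apart from an effect of exercise, with 2 unmixed exercise samples.

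The fall of oxidative phosphorylation genes exceeded that of all genes tested, with a difference of -1.39, which argues against a fall of all genes alike. Less muscle fibre RNA in the exercise libraries stays open. The difference relative to the myofibre list, -0.57, was within what other groupings of the libraries give (exact permutation p = 0.4), and the myofibre list took a mean of 15.4% of control reads and 6.25% of exercise reads.

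The satellite cell list took a mean of 0.0315% of control reads, and 6 of its 18 genes, Pax7, Itga7, Cdh15, Calcr, Megf10 and Notch3, had no read in any library. The fibro-adipogenic progenitor list took 3.30% and Acta1, a muscle fibre gene, had 89426 to 109089 reads in each control library. This is consistent with sorted cells mixed with RNA of other cell types, though genes of low expression are also easily lost when few cells are amplified.

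Of the 14 lists, 2 had an exact permutation p under 0.05 (pericyte and smooth muscle, and neutrophil, the latter from 1 gene with reads), and none had an adjusted p under 0.05 (smallest 0.2). The differences between exercise and control in mean log2(FPKM + 1) were -0.11 for satellite cells, -1.50 for myofibres, -0.82 for tenocytes, 0.06 for Schwann cells, -0.03 for macrophages, 0.18 for neutrophils, -0.77 for erythroid cells, -0.36 for dissociation stress, -0.42 for myogenic differentiation and 0.04 for mitosis, and -0.0039 for lymphocytes. For Igfbp7, RNA of endothelial cells (list difference -0.19) and of fibro-adipogenic progenitors (-0.24) stays open as a source of the rise, since the members of both lists went both ways. Of the 18 fibro-adipogenic genes tested, 8 were higher and 10 lower, and the list difference was 0.47 with quantile normalization and 0.19 without exercise 4. Dcn had 1243 to 1900 FPKM in control and 1065 to 1581 in exercise, Clec3b rose and Col1a2 fell. Of the 4 endothelial genes tested, 3 were higher (Tek with an adjusted p under 0.05) and 1, Kdr, was lower. The endothelial list took a mean of 1.62% of control reads and 0.0174% of exercise reads, nearly all of the former from Kdr, which had 82786, 58824 and 38702 reads in control 2 to 4 and 0 in control 1. Of its 20 genes, 13 had no read in any library, Pecam1 among them. Such absence excludes little here, since Pax7 had no read either. RNA of pericytes and smooth muscle stays open too, with a list difference of 0.83. Its genes Myh11 and Vtn had 6 to 777 and 20 to 1890 reads in the exercise libraries, and 0 and at most 11 in the controls. Mylk went the other way, with 17 to 56 reads in the controls and 0 in exercise, as did Acta2 in control 3 and 4, with 301 and 249 reads and at most 4 in exercise. Of the 14 genes, 7 had no read in any library, and 1 (Des) is also in the satellite cell list. These genes were singled out after their values were seen. A change of Igfbp7 within SCs was not tested apart from this.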
